# Hypoxia is regulating enzymatic wood decomposition and intracellular carbohydrate metabolism in filamentous white rot fungus

**DOI:** 10.1186/s13068-020-01677-0

**Published:** 2020-02-24

**Authors:** Hans Kristian Mattila, Mari Mäkinen, Taina Lundell

**Keywords:** *Phlebia radiata*, *Basidiomycota*, Hypoxia, Lignocellulose, Biodegradation, Fungal metabolism, Gene expression, Bioethanol, Transcription factor, Carbohydrate-active enzymes

## Abstract

**Background:**

Fungal decomposition of wood is considered as a strictly aerobic process. However, recent findings on wood-decaying fungi to produce ethanol from various lignocelluloses under oxygen-depleted conditions lead us to question this. We designed gene expression study of the white rot fungus *Phlebia radiata* (isolate FBCC0043) by adopting comparative transcriptomics and functional genomics on solid lignocellulose substrates under varying cultivation atmospheric conditions.

**Results:**

Switch to fermentative conditions was a major regulator for intracellular metabolism and extracellular enzymatic degradation of wood polysaccharides. Changes in the expression profiles of CAZy (carbohydrate-active enzyme) encoding genes upon oxygen depletion, lead into an alternative wood decomposition strategy. Surprisingly, we noticed higher cellulolytic activity under fermentative conditions in comparison to aerobic cultivation. In addition, our results manifest how oxygen depletion affects over 200 genes of fungal primary metabolism including several transcription factors. We present new functions for acetate generating phosphoketolase pathway and its potential regulator, Adr1 transcription factor, in carbon catabolism under oxygen depletion.

**Conclusions:**

Physiologically resilient wood-decomposing *Basidiomycota* species *P. radiata* is capable of thriving under respirative and fermentative conditions utilizing only untreated lignocellulose as carbon source. Hypoxia-response mechanism in the fungus is, however, divergent from the regulation described for *Ascomycota* fermenting yeasts or animal-pathogenic species of *Basidiomycota.*

## Background

Decomposition leading to utilization of plant biomass lignocelluloses by filamentous *Ascomycota* and *Basidiomycota* fungi is regarded as an aerobic process, since fungal respirative metabolism requires oxygen. Specifically oxygen is required to gain ATP for cellular metabolism and hyphal growth, as well as for active expression and secretion of an array of enzymes and metabolites necessary for the decomposition of plant cell wall biopolymers (cellulose, hemicelluloses, pectin, lignin) [1–3]. Furthermore, wood-decomposing fungi generate an oxidative first phase of early decay upon hyphal colonization of their solid lignocellulose habitat. This process generates reactive oxygen species (ROS) and produces specific extracellular redox enzymes against lignocellulose components [4–6]. In white rot fungi, enzymatic attack on wood lignin and crystalline cellulose microfibrils require specific redox enzymes dependent on molecular oxygen or ROS initiators like hydrogen peroxide [2, 4, 7].

*Basidiomycota* fungi are the main inhabitants and decomposers of dead wood and wood debris in the boreal and temperate forests ecosystems, and these fungi are responsible for generating either white or brown rot in wood [8, 9]. Brown rot decay may occur in construction wood [10] and in standing tree trunks in the forests, while white rot decay is more common in fallen trunks and wood subjected to moist soil conditions [2, 7, 9]. Wood-decaying saprobic fungi elongate their hyphae inside dead wood, and the fungi may confront rain, or flooding in fallen waterlogged trunks. White rot may be encountered even in saline coastal areas such as mangrove forests [11].

Therefore, we hypothesized that under the wet conditions of their natural habitats, the fungal hyphae may encounter situations of limited oxygen availability. It is thus likely that these organisms temporarily tolerate microaerophilic to anaerobic growth environments by switching to fermentative metabolism while they decompose wood. In fungi, production of ethanol by sugar fermentation is apparently a conserved trait that is not restricted to only the *Ascomycota* yeasts like *Saccharomyces cerevisiae* [12, 13].

As an example of this metabolic ability among wood-decaying fungi, white rot species of the taxonomic order *Polyporales*, genus *Phlebia* have shown great potential for ethanol fermentation from untreated lignocellulose [11, 14–16]. The phlebioid fungi are able to decompose both the wood carbohydrates and lignin moieties via secretion of a wide array of carbohydrate-active enzymes (CAZy [17] http://www.cazy.org/) and lignin-modifying oxidoreductases [4, 18]. However, apart from their ethanol fermentation ability little is known about the actual processes and regulation of the fermentative and primary metabolism of the white rot fungi.

Our previous proteomic and transcriptomic study of the phlebioid species *P. radiata* indicated time-dependent expression and the potential for co-regulation of several CAZy encoding genes [19]. In this study, we aimed to explore overall gene expression as well as regulation of the fungal metabolism under fermentative and ethanol-producing growth conditions.

We discovered that both enzymatic decomposition of wood lignocellulose and subsequent accumulation of extracellular ethanol occur under hypoxic conditions. These findings offer biological explanations for how variable environmental conditions affect the decomposition of wood lignocellulose and plant biomasses. Moreover, specific connections between genetic regulation of fungal extracellular and intracellular metabolism may be emphasized upon oxygen depletion. We also present a unique fungal metabolic pathway for adaptation to hypoxia.

## Results

### Extracellular decomposition of lignocellulose upon oxygen depletion

The role of lignocellulose and oxygen depletion was studied by analyzing in total 14 transcriptomes of *P. radiata*, derived from five different cultivation conditions. The RNA-Seq data were deposited to Gene Expression Omnibus [20] and is accessible through GEO accession number GSE141153 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141153. The 14 cultivations were named as Malt extract 1–3; Spruce 2 weeks 1 and 3; Spruce 4 Weeks 1–3 [4] followed by Spruce + board aerobic 1–3; and Spruce + board anaerobic_1–3 (this study). “Spruce 2 and 4 weeks” accompanied with “Spruce + board aerobic” represent lignocellulose containing cultivations with normal atmosphere. 

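RNA of the 14 cultivations was sequenced in separate batches. The malt extract and spruce libraries came from the earlier study of the fungus, and the 6 spruce + board libraries were made and sequenced at another facility for this work. Labels of the samples, Fig. 1 and Table S2 give 3 libraries of spruce 2 weeks and 2 of spruce 4 weeks, whereas the text of the paper counts them the other way round; the labels were used. The spruce 4 weeks cultures were harvested on day 28 and all others on day 14. The authors mapped the trimmed reads with STAR and counted them on gene models with HTSeq, and deposited whole-number counts without normalization for 12017 genes. Counts on genes summed to between 15093229 and 22803976 in malt extract (median 19464403, n = 3), between 10060048 and 21790807 in spruce 2 weeks (median 16682885, n = 3), and to 17664780 and 27270217 in the 2 spruce 4 weeks libraries. In spruce + board they lay between 19898855 and 20022408 under aerobic conditions (median 20009506, n = 3) and between 17933477 and 20202881 under anaerobic conditions (median 19673829, n = 3). For the spruce + board samples the paper's reported range is 22944957 to 23415252 trimmed reads, and the values given at each result use the counts on genes. Whether the counting used the strand of the reads is not given in the sources used here, so that a gene which overlaps another can hold some of its reads.
From these counts, 11831 genes passed edgeR's filter on low counts and were tested in 1 model of all 14 libraries with edgeR's quasi-likelihood test. Library sizes were scaled by TMM (trimmed mean of M values). The thresholds of the paper were kept, a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change of at least 1 in size. Normalized counts are given as CPM, the unit of edgeR, after this scaling. Standard errors were derived from the edgeR test, as the size of the log2 fold change over the square root of its F statistic. They are approximate and add nothing to the p-value. The TMM factors were 0.72 to 0.79 in the anaerobic and 1.38 to 1.53 in the aerobic spruce + board libraries, so that the scaling moves every comparison of these 2 atmospheres. With library totals alone, the median log2 fold change of all genes from aerobic to anaerobic shifted by -0.96 against TMM. Spruce and spruce + board differ both in substrate and in sequencing batch, and no library breaks this link. The comparison of the 2 atmospheres lies within 1 batch, as does that of malt extract with spruce.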

“Spruce + board anaerobic” is identical to “Spruce + board aerobic” except for the cultivation atmosphere. Fermentative conditions were created by sealing vials of “Spruce + board anaerobic” with rubber plugs. “Malt extract” is a liquid cultivation with no lignocellulose substrate.

Gas contents of the atmospheres of “Spruce + board aerobic” and “Spruce + board anaerobic” were measured over time during the cultivation. Cultivation flasks of “Spruce + board anaerobic” that were sealed with impermeable rubber plugs contained only 1.1 (± 0.2) % (v/v) of oxygen (O_2_) after 7 days of incubation. Oxygen content was found to be stabile similar in following time points day 14, 21 and 49. As expected the atmosphere of “Spruce + board aerobic” cultivation had approximately 21% (v/v) of oxygen throughout the cultivation (Additional file 1: Table S1).

Based on hierarchical clustering of VST normalized values of these transcriptomes, we found that expression of all the 12,017 differentially expressed genes formed two major groups (Fig. 1a). 

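The VST values that the authors deposited for all 12017 genes were clustered again by Euclidean distance and complete linkage. At the first split of the tree, the 3 malt extract libraries shared a branch with the 3 anaerobic libraries, and the other 8 libraries formed the second branch. With average linkage the anaerobic libraries stood alone and 0 malt extract libraries shared their branch, which also happened with complete linkage when replicate 1 of spruce 2 weeks was left out. The mean distance of the anaerobic libraries was 200.7 to malt extract and 243.3 to spruce + board aerobic, and each anaerobic library was nearer to malt extract (mean difference of the distances -42.59 ± 2.98, SD, n = 3). Malt extract itself was nearer to spruce + board aerobic, at a mean distance of 178.8, than to the anaerobic libraries. Of the 11831 tested genes, 10854 passed both thresholds in at least 1 of the 10 pairwise comparisons of conditions. The study had selected the genes of the deposited table on these same libraries, so a large share is built in.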

Fermentative conditions on lignocellulose (“Spruce + board anaerobic 1–3”, this study) and in the stationary liquid malt extract cultures (Malt extract 1–3) [4] formed two distantly related groups while aerobic conditions on lignocellulose substrates (“Spruce + board aerobic”, this study; Spruce 2 weeks and 4 weeks) [4] formed one main gene expression group. 

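Expression values of the 91 CAZy genes listed in Table 1 were clustered in the same way. The other CAZy genes of Fig. 1b were not included. The first split again placed the 3 malt extract and the 3 anaerobic libraries in 1 branch. Over these 91 genes, the anaerobic libraries lay at a mean distance of 37.9 from malt extract and 37.6 from spruce + board aerobic. The difference of 0.34 ± 1.96 (SD, n = 3) was smaller than the spread between replicates.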

The CAZy encoding genes clustered according to cultivation atmosphere or growth substrate similar to all 12,017 differently expressed genes were analyzed (Fig. 1a, b). The 215 selected core metabolic genes clustered into a different pattern: ethanol-producing anaerobic conditions on lignocellulose substrate formed a separate main cluster (Fig. 1c). In all cases, individual transcriptomes of the biological replicates were the most similar to each other (Fig. 1, top panels).

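For each of the 14 libraries, the library at the smallest distance was a replicate of the same condition, over all genes as well as over the 91 CAZy genes of Table 1. Distances between replicates over all genes averaged 31.2 in malt extract, 73.2 in spruce 2 weeks, 44.7 in spruce + board aerobic and 61.7 in spruce + board anaerobic (3 pairs each), and the single pair of spruce 4 weeks was at 56.5. No 2 replicates held the same counts. The paper calls them biological replicates, and each library was counted as 1 replicate.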

**Fig. 1:**
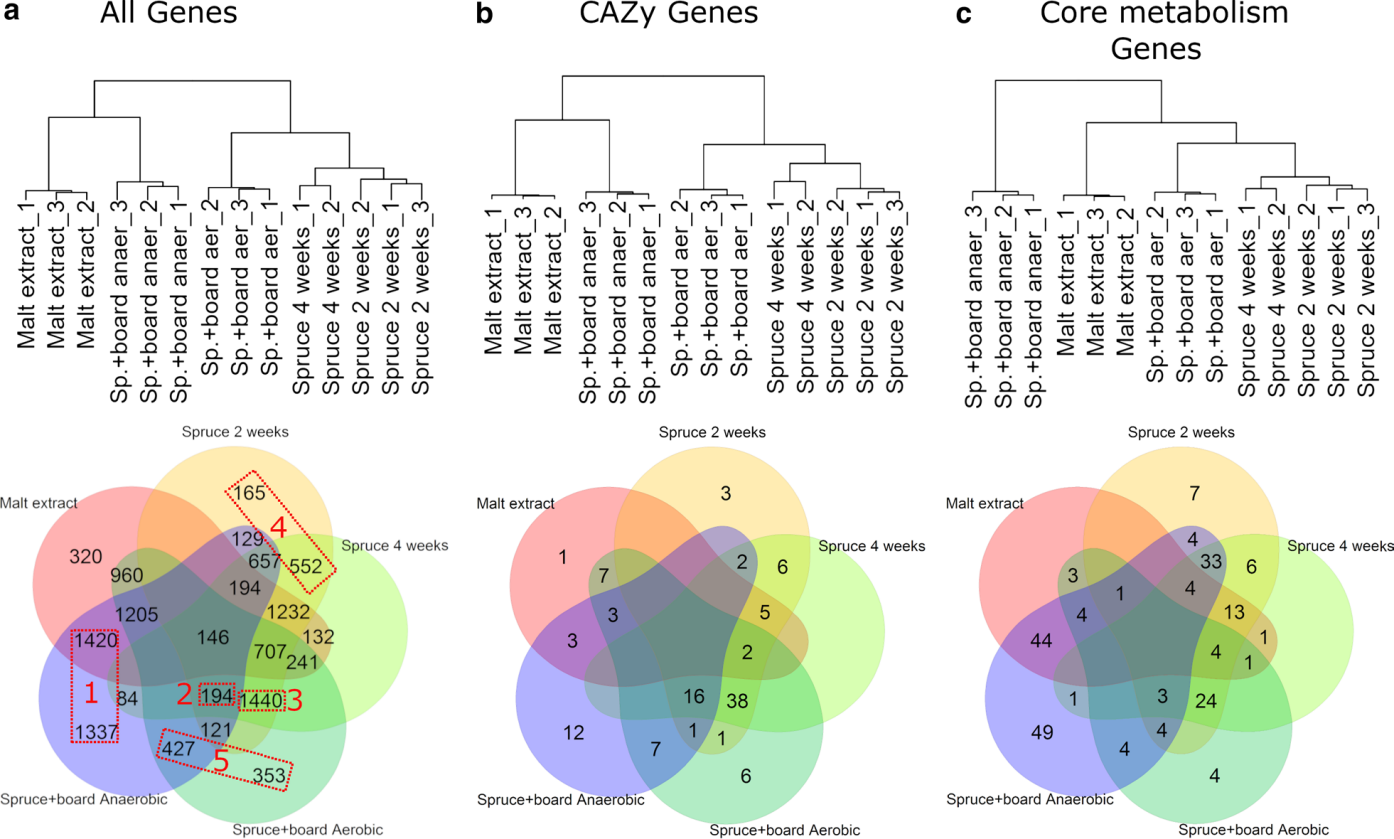
Clustering of *P. radiata* transcriptomes. Top: hierarchical clustering of all 14 transcriptomes. Sp., spruce; anaer, anaerobic; aer, aerobic. Below: Venn representation of upregulation patterns in relation to the growth substrate. **a** Clustering based on the expression of 12,017 differentially expressed genes. **b** All 113 CAZy genes. **c** All 216 Core metabolism genes. Biological explanation for the boxed Groups 1–5 (in red) in **a** is provided in the main text

Clustering analysis was resumed by dividing the 12,017 differentially expressed genes into 50 clusters by the Mfuzz analysis (Additional file 1: Table S2). The Mfuzz C (center) value [21] from each culture condition was examined for the 50 Mfuzz clusters. The C-values were used to indicate which genes were induced (higher expression of transcripts) or repressed (lower expression of transcripts) under a specific cultivation condition atmosphere or substrate in relation to other cultivation conditions and substrates (induced: *C* value > 0; repressed: *C* value < 0) (Additional file 1: Tables S2 and S3). Mfuzz cluster number 47 was removed from the analysis due to high variance and low coverage. As a result, five sections of sets of induced genes were obtained (Fig. 1a, lower panel).

We combined biological explanations with members of certain Venn diagram cluster and intersections (Fig. 1a, red rectangles). 

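The assignment of single genes to Mfuzz clusters was not used here for all genes, so each of the 12017 genes was placed in the cluster whose centre in Table S2 was nearest to the mean standardized VST values of the gene. A cluster counted as induced in a condition when the mean of its centre over the libraries of that condition was above 0. By this rule, 1060 genes lay in clusters induced only in spruce + board anaerobic, and 1420 in clusters induced in both malt extract and spruce + board anaerobic, 2480 genes together. A further 199 genes lay in clusters induced in malt extract alone. When a centre had to be above 0 in every library of a condition, the sum was 2886 genes, and with the median of the centre values it was 2179 genes. With each library left out of the means of the centres in turn, it ran from 2179 to 2757 genes, the latter without replicate 2 of spruce 4 weeks. Cluster 47, which the paper left out, received 1 gene by this assignment.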

Genes induced (Mfuzz *C* > 0) during fermentation on ‘Spruce + board Anaerobic’ (1337 genes) combined with genes induced on ‘Malt extract’ (1420 genes) summed up to 2757 genes (Fig. 1a, lower panel). Together these sets of genes were described as Group 1, of ‘Anaerobically induced genes’. The second cluster of 194 genes included genes that were induced on all lignocellulose-containing substrates. Hence Group 2 was named ‘Lignocellulose-induced genes under both atmospheres’. Group 3 includes the 1440 upregulated genes shared with cultivations ‘Spruce + board Aerobic’, ‘Spruce 2 weeks’ and ‘Spruce 4 weeks’. This group was called ‘Lignocellulose-induced genes under aerobic conditions’. 

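By the same placement, 1440 genes fell in clusters induced in spruce 2 weeks, spruce 4 weeks and spruce + board aerobic but not in the other 2 conditions. Clusters induced in all 4 lignocellulose conditions held 194 genes, a count that fell to 103 when genes were sorted by their own standardized VST means instead of the nearest centre.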

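Clusters induced in spruce 2 and 4 weeks but in no other condition held 975 genes. Those induced in spruce + board aerobic, alone or together with spruce + board anaerobic, held 632 genes, of which 205 were in clusters of the aerobic condition alone and 427 in clusters of both atmospheres. Both groups set spruce against spruce + board, which were sequenced in different batches.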

Group 4 ‘Spruce wood substrate induced genes’ includes 717 genes; and Group 5 ‘Spruce wood + core board substrate induced genes’ includes 780 genes induced on the mixture of the lignocellulose waste substrates under aerobic and fermentative atmospheres.

Group 1 is the largest by number containing most of the induced genes among the core metabolism genes (Fig. 1c). Up to 93 of the 216 studied genes belong to Group 1 (anaerobically induced genes). This group, however, has little representation of CAZy genes, as only 15 out of the 113 CAZy genes clustered into Group 1 (Fig. 1b). 

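Of the 15 genes that Table 1 lists in Group 1, 14 were placed in clusters induced in spruce + board anaerobic, alone or with malt extract. The exception was the GH105 gene plus.g10556, whose nearest centre, that of cluster 42 with 277 genes, was above 0 in spruce 4 weeks by 0.01 and was induced in spruce + board anaerobic. In the comparison of atmospheres, 14 of the 15 genes were higher under anaerobic conditions past both thresholds, also when adjusted over the list alone, and their median log2 fold change was 4.19. Table 1 was drawn up from the same libraries. Neither this second count nor the other counts and tests of its genes, by Group or by class, are thus independent evidence. By library totals alone, 10 of the 15 genes passed the thresholds.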

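Group 3 of Table 1 comprises 38 genes, and all 38 were lower in spruce + board anaerobic than in spruce + board aerobic past both thresholds, by a median of 3.96 on the log2 scale and by at least 1.17. The same count was found when adjusted over the list alone. Against malt extract, the 3 aerobic lignocellulose conditions combined had higher expression of all 38 genes. Within the earlier sequencing batch, 38 of them were higher in spruce 2 weeks and 37 in spruce 4 weeks than in malt extract. The core metabolism genes of the group were not analysed as a set here.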

The simultaneous presence of oxygen and lignocellulose is seemingly important for promoting expression of both CAZy encoding genes as well as genes involved in and core metabolism, since Group 3 was well represented in both cases (38 and 24 induced genes, respectively). 

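All 16 genes of Group 2 in Table 1 were higher in the 4 lignocellulose conditions together than in malt extract, with log2 fold changes between 1.85 and 9.28 (median 6.80). Within the earlier batch, all 16 were also higher in spruce 2 weeks and in spruce 4 weeks. Between the atmospheres, 3 of the 16 genes passed the thresholds, each with lower expression under anaerobic conditions. The GH131 gene plus.g5796 changed most among them, with a log2 fold change of -3.31.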

Group 2 had 16 induced CAZy genes together with three induced genes involved in core metabolism. These three genes (plus.g1220, minus.g2306 and plus.g1349) appear to encode non-secreted, intracellular β-glucosidases (Additional file 1: Table S4). 

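Gene plus.g1349 (scaffold 11, 218460 to 221386) was placed in a cluster induced in all 4 lignocellulose conditions. Compared with malt extract, its log2 fold change over these conditions was 2.92 (standard error 0.31, adjusted p = 7.5e-07, edgeR). Gene plus.g1220 (scaffold 21, 408686 to 411817) was nearest to a centre induced in the 3 aerobic lignocellulose conditions, with a log2 fold change of 0.37 over malt extract (standard error 0.14, adjusted p = 0.025, edgeR). For minus.g2306 (scaffold 7, 1790257 to 1793513), the nearest centre was induced in spruce 2 weeks, spruce 4 weeks and spruce + board anaerobic. Its change over malt extract was -0.03 (standard error 0.33, adjusted p = 0.95, edgeR), and this sign turned under DESeq2 scaling, with a log2 fold change of 0.01.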

In brief, these findings imply that atmospheric changes have a major impact on expression of fungal CAZy genes.

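From spruce + board aerobic to anaerobic, 7223 of the 11831 tested genes passed both thresholds, 3303 higher and 3920 lower under anaerobic conditions. With library totals alone the split was 1677 higher and 6155 lower. Among the CAZy genes of Table 1, 27 of 33 cellulose-active, 26 of 35 hemicellulose-active, 12 of 16 pectin-active and 7 of 7 lignin-active genes passed the thresholds, the same numbers as when adjusted over the list alone. Tested as sets with fry, the hemicellulose-active (adjusted p = 5.72e-06), pectin-active (adjusted p = 4.2e-07) and lignin-active genes (adjusted p = 1.1e-07, edgeR model in each case) were lower under anaerobic conditions. These 3 calls held under camera with a preset correlation of 0.01 and were lost when camera estimated the correlation. The sets hold only the CAZy genes that the study placed in Groups from these same libraries. The p-values are therefore no independent test of all CAZy genes of a class. The cellulose-active genes moved in both directions, 10 higher and 17 lower, with a median log2 fold change of -1.07 and a fry adjusted p of 0.802 (edgeR model). The 3 libraries per atmosphere allow no exact permutation p below 0.1. From the distribution of these genes over the groups, the paper proposes that the atmosphere has a major impact on the expression of CAZy genes.

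**Figure D1:**
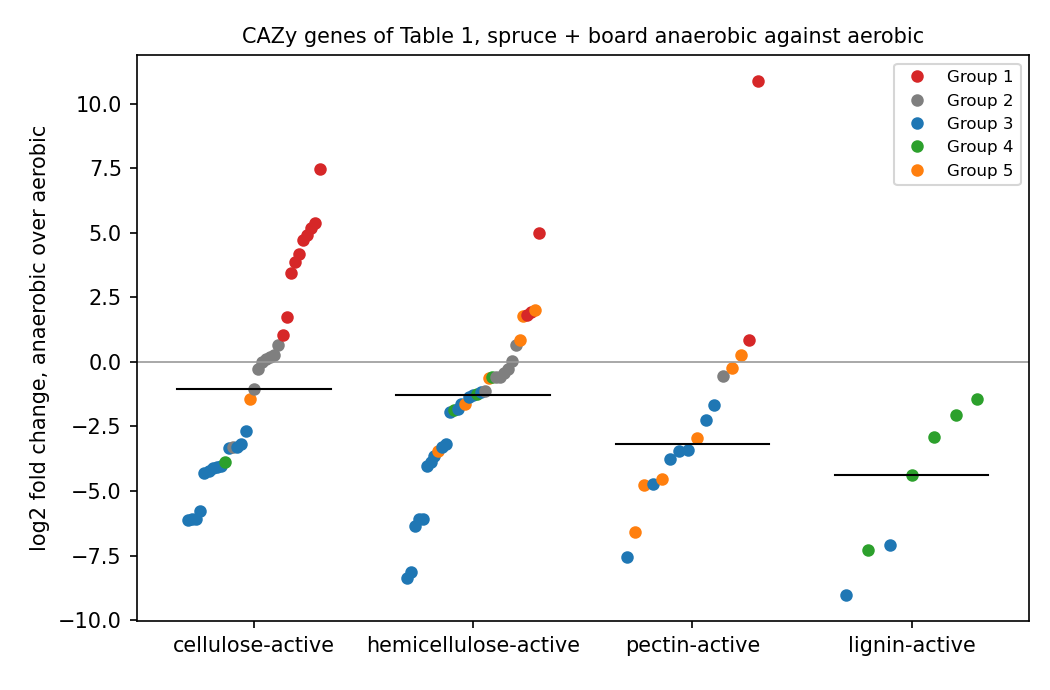
Log2 fold change of each Table 1 gene from spruce + board aerobic to anaerobic, by class of substrate and coloured by Group; each point is 1 gene and each black line the median of its class. The lignin-active genes all lie below 0, between -9.04 and -1.43, and the cellulose-active genes spread from -6.13 to 7.48.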

### Expression of CAZy genes under different atmospheric conditions

We analyzed the functional distribution of CAZy genes in each gene expression group. 

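By nearest centre, 11 of the 15 Group 1 genes in Table 1 belonged to clusters induced only in spruce + board anaerobic. The AA9 genes plus.g10695 and minus.g531 and the GH31 gene plus.g1199 belonged to clusters induced in both malt extract and spruce + board anaerobic. In malt extract, minus.g531 had 945 ± 73.3 CPM (SD, n = 3) and plus.g1199 had 462 ± 26.6 CPM (SD, n = 3), against 2665 ± 365 and 291 ± 25.7 CPM under anaerobic conditions (SD, n = 3). Outside the cellulose-active genes, the GH10 gene plus.g13357 rose from aerobic to anaerobic by 4.98 on the log2 scale (adjusted p = 8.7e-08, edgeR), and the GH31 genes minus.g4431 and plus.g1199 rose by 1.81 (adjusted p = 5.9e-06, edgeR) and 1.93 (adjusted p = 1.2e-05, edgeR). The GH105 gene plus.g10556 had a log2 fold change of 0.85, below the threshold of size (adjusted p = 0.00046, edgeR), and of -0.13 with library totals alone.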

Surprisingly, of the 15 CAZy genes in Group 1, 12 genes were induced under the fermentative conditions on lignocellulose substrate, whereas malt extract medium induced expression of three genes. The 15 CAZy genes induced in Group 1 include 10 genes encoding cellulose-active enzymes (Table 1). 

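All 10 cellulose-active genes of Group 1 were higher under anaerobic conditions past both thresholds. Outside the GH7 and AA9 families, the log2 fold change was 4.92 for the GH5_5 gene minus.g2565, 3.86 for the GH9 gene plus.g13166, and 5.18 and 3.45 for the GH45 genes minus.g170 and plus.g7035, with the largest of the 4 adjusted p-values at 1.9e-07 (edgeR). Expression of plus.g7035 was the highest among these under anaerobic conditions, at 2829 ± 705 CPM (SD, n = 3) against 260 ± 56.6 CPM (SD, n = 3) under aerobic conditions. The gene minus.g170 lies on scaffold 2 next to another GH45 gene, minus.g169 of Group 2, which had a log2 fold change of 0.17.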

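The 3 AA9 genes of Group 1 differed in the size of their change. Gene minus.g531 (scaffold 2, 1619156 to 1620604) had a log2 fold change of 4.73 from aerobic to anaerobic (standard error 0.26, adjusted p = 1.5e-10, edgeR). For plus.g10695 (scaffold 28, 71891 to 73093) it was 1.75 (standard error 0.23, adjusted p = 3.4e-06, edgeR). Gene plus.g8293 (scaffold 23, 241837 to 242972) had the smallest change, 1.04 (standard error 0.38, adjusted p = 0.021, edgeR), at a mean expression of 14.9 ± 0.482 CPM (SD, n = 3) under anaerobic conditions. It fell below the thresholds when replicate 2 of the aerobic libraries was left out (log2 fold change 0.92, adjusted p = 0.069, edgeR), with a mean count of at least 50 as the filter (0.99) and with library totals alone (0.08).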

Interestingly, three of these genes encode AA9 lytic polysaccharide monooxygenases (LPMOs), which are considered to require oxygen or hydrogen peroxide for catalytic activation [22]. Group 3 (lignocellulose-induced under aerobic conditions) included most of the expressed CAZy genes, comprising five AA9 LPMOs and many genes for activities against cellulose and hemicelluloses.

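The 5 AA9 genes of Group 3 were all lower under anaerobic than under aerobic conditions, with log2 fold changes between -6.10 and -4.11. By class, Group 3 of Table 1 holds 13 cellulose-active, 16 hemicellulose-active, 7 pectin-active and 2 lignin-active genes. Neighbouring genes of 1 family could differ: the AA9 genes minus.g10273 of Group 2 and minus.g10274 of Group 3 lie 913 bp apart on scaffold 30 and had log2 fold changes of 0.67 and -6.10.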

**Table 1:** Expression patterns of carbohydrate-active enzyme encoding genes of *P. radiata*

Cellulose active	CAZy	Hemicellulose active	CAZy	Pectin active	CAZy	Lignin active	CAZy
Group 1: anaerobically induced genes							
plus.g8293	AA9	plus.g13357	GH10	plus.g1493	GH28		
plus.g10695	AA9	minus.g4431	GH31	plus.g10556	GH105		
minus.g531	AA9	plus.g1199	GH31				
minus.g2565	GH5_5						
minus.g2003	GH7						
plus.g2026	GH7						
minus.g8589	GH7						
plus.g13166	GH9						
minus.g170	GH45						
plus.g7035	GH45						
Group 2: lignocellulose-induced genes under both atmospheres							
minus.g10273	AA9	plus.g12321	CE1	minus.g3209	GH28		
plus.g9320	AA9	minus.g10669	CE15				
minus.g8537	GH5_5	minus.g10025	CE16				
minus.g2832	GH5_22	minus.g319	GH5_7				
plus.g2874	GH5_22	plus.g3697	GH11				
plus.g4342	GH6	minus.g5676	GH35				
minus.g169	GH45	minus.g7290	GH74				
plus.g5796	GH131						
Group 3: lignocellulose-induced genes under aerobic conditions							
plus.g9628	AA3_1	minus.g2146	AA5	plus.g11923	CE8	plus.g1419	MnP1-long
minus.g10274	AA9	minus.g1785	CE15	plus.g5896	CE8	plus.g10562	MnP2-long
minus.g3552	AA9	minus.g3957	CE16	plus.g6259	GH28		
plus.g11539	AA9	plus.g637	CE16	minus.g11678	GH28		
plus.g11538	AA9	minus.g9090	CE16	minus.g10006	GH28		
plus.g13374	AA9	plus.g9565	GH2	minus.g4364	GH53		
minus.g2505	GH3	plus.g7205	GH5_7	minus.g8873	PL4		
plus.g7451	GH5_5	minus.g11036	GH10				
minus.g2568	GH5_5	minus.g12190	GH10				
plus.g8163	GH7	minus.g11656	GH10				
minus.g5721	GH12	minus.g11034	GH10				
plus.g1671	GH44	minus.g5675	GH35				
minus.g9081	GH131	minus.g4481	GH43				
		plus.g1633	GH51				
		minus.g9719	GH95				
		minus.g5364	GH115				
Group 4: spruce wood substrate induced genes							
minus.g5595	GH7	minus.g7380	CE1			minus.g3073	LiP1
		plus.g12991	GH2			minus.g6827	LiP2
		minus.g11037	GH10			plus.g11059	LiP3
						plus.g453	MnP3-short
						minus.g3827	MnP6-long
Group 5: spruce wood + core board mixture substrate induced genes							
plus.g9738	GH12	minus.g3390	GH5_7	plus.g1505	GH28		
		plus.g8530	GH27	minus.g11677	GH28		
		minus.g9779	GH29	plus.g9417	GH78		
		plus.g11941	GH35	minus.g2361	GH78		
		minus.g11462	GH43	plus.g9742	GH105		
		minus.g10886	GH74	minus.g12950	GH105		

Division of CAZy genes into five groups of differentially expressed genes is presented in Fig. 1. Genes are listed according to enzyme function and substrate specificity. CAZy genes were annotated previously [4, 19]

The majority of the pectin-active enzyme-encoding genes were included in Group 3 (Table 1). 

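Table 1 lists 16 pectin-active genes, 7 of them in Group 3 and 6 in Group 5. The 7 genes of Group 3, which belong to families CE8, GH28, GH53 and PL4, had log2 fold changes between -7.57 and -1.69 from aerobic to anaerobic.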

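Gene plus.g1419 (MnP1-long; scaffold 11, 441123 to 442685) had 4869 ± 1550 CPM (SD, n = 3) in spruce + board aerobic and 9.25 ± 3.93 CPM (SD, n = 3) in spruce + board anaerobic, a log2 fold change of -9.04 (standard error 0.51, adjusted p = 2.1e-10, edgeR). For plus.g10562 (MnP2-long; scaffold 20, 341473 to 343046), expression was 2566 ± 730 CPM against 18.6 ± 5.17 CPM (SD, n = 3 each), a log2 fold change of -7.11 (standard error 0.40, adjusted p = 2e-10, edgeR). In malt extract, the means of the 2 genes were 8.07 ± 1.24 and 184 ± 29.7 CPM (SD, n = 3).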

As expected, aerobic conditions induced the expression of lignin-active AA2 peroxidases (two genes for long-manganese peroxidases). Notably the AA2 peroxidases were absent from Group 2 (lignocellulose-induced genes under both atmospheres), which in contrast contains several genes encoding cellulose-active enzymes.

Lignocellulose substrates induced the expression of CAZy genes; two minor clusters of gene expression (Groups 4 and 5) were obtained from spruce wood (Group 4, on cultivation weeks 2 and 4) and the mixture of spruce wood sawdust and core board (Group 5). 

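All 5 AA2 genes of Group 4 were higher on spruce, weeks 2 and 4 combined, than on spruce + board aerobic. The log2 fold changes were 6.84 for LiP1 (minus.g3073), 7.34 for LiP2 (minus.g6827), 7.12 for LiP3 (plus.g11059), 1.59 for MnP3-short (plus.g453) and 1.69 for MnP6-long (minus.g3827), with adjusted p-values of at most 6.3e-06 (edgeR). At 4 weeks alone, spruce + board aerobic minus spruce was -0.7 for plus.g453 (adjusted p = 0.015, edgeR), short of the threshold of size, and -1.05 for minus.g3827 (adjusted p = 0.0019, edgeR). LiP3 reached 67311 ± 12775 CPM (SD, n = 3) on spruce at 2 weeks and 6175 ± 991 CPM (SD, n = 2) at 4 weeks. For the GH7 gene minus.g5595 the log2 fold change was 6.25 (adjusted p = 4.9e-07, edgeR), and between 5.05 and 6.68 with each library left out in turn. The 2 spruce 4 weeks libraries had 1158 and 10675 CPM of this gene. Of the 9 genes of Group 4, 7 passed the thresholds, and 4 did with library totals alone, where plus.g453 and minus.g3827 had log2 fold changes of 0.85 and 0.94. Substrate and sequencing batch cannot be separated in this comparison.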

Group 4 contains five of the *P. radiata* AA2 lignin-active enzyme genes including lignin and manganese peroxidases (LiPs, MnPs), together with three genes for hemicellulose activity and one GH7 cellobiohydrolase encoding gene (Table 1). In contrast, the lignocellulose mixture (spruce sawdust + core board) induced expression of six genes for pectin, six genes for hemicellulose degradative activity, but only one gene for cellulose degradative activity. 

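Of the 13 genes of Group 5, 11 were higher on spruce + board, both atmospheres together, than on spruce, with log2 fold changes from 0.94 to 5.60 over the 13 genes (median 1.91). The spruce libraries come from the earlier sequencing batch. Within spruce + board, 7 of the 13 genes were lower under anaerobic than under aerobic conditions and 2 were higher.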

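Table 1 holds 4 GH5_5 genes. From aerobic to anaerobic, minus.g8537 of Group 2 had a log2 fold change of 0.26, while plus.g7451 and minus.g2568 of Group 3 had log2 fold changes of -3.31 and -4.32. The gene minus.g2568 lies near the Group 1 gene minus.g2565 on scaffold 31, with 2 tested genes between them.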

Groups 1, 2 and 3 hold all of the endoglucanase-encoding CAZy GH5 genes (Table 1). 

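Gene plus.g7011 (scaffold 27, 69981 to 72174) had 536 ± 95.5 CPM (SD, n = 3) in spruce + board aerobic and 27.0 ± 5.26 CPM (SD, n = 3) in spruce + board anaerobic. The log2 fold change was -4.31 (standard error 0.51, adjusted p = 9.8e-07, edgeR), and it stayed between -4.45 and -4.16 with each library left out in turn. In malt extract, expression was 419 ± 19.0 CPM (SD, n = 3).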

The only laccase gene that has been detected also from proteome (plus.g7011) [4] was found to be repressed in fermentative conditions (Additional file 1: Table S4). In total, the five distinct gene expression groups explained expression of 81% (91 genes) of the 113 previously identified and functionally annotated *P. radiata* CAZy genes [19].

### Enzyme activity measurements

Activities of extracellular β-glucosidase, endoglucanase, xylanase, pectinase (polygalacturonic acid depolymerization assay), manganese peroxidase and laccase enzymes were measured from the fungal cultures on spruce + core board substrate to confirm the findings of gene expression. Activities of cellulose-active enzymes (endoglucanase, β-glucosidase and cellobiohydrolase CBH) were higher under fermentative conditions (spruce + board anaerobic) while the activities of xylanase and lignin-modifying enzymes were the opposite (Fig. 2). Depolymerization activity of polygalacturonic acid showed no difference between the cultivations. Enzyme activities normalized with total RNA showed that all other activities were significantly higher at fermentative conditions except laccase and MnP activities that were significantly higher in aerobic conditions (for total RNA-quantities, see “Materials and methods” RNA-Seq and transcriptome assembling). 

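Gene minus.g7505 (scaffold 3, 1210317 to 1214506) rose from 25.8 ± 5.12 CPM under aerobic to 1506 ± 154 CPM under anaerobic conditions (SD, n = 3 each), a log2 fold change of 5.87 (standard error 0.54, adjusted p = 6e-08, edgeR). On spruce, it had 916 ± 234 CPM (SD, n = 3) at 2 weeks and 108 ± 115 CPM (SD, n = 2) at 4 weeks. Among the β-glucosidases without a secretion signal named earlier, minus.g2306 and plus.g1349 also rose under anaerobic conditions, by 2.37 (adjusted p = 0.00011, edgeR) and 1.33 (adjusted p = 0.0014, edgeR) on the log2 scale, and plus.g1220 had a log2 fold change of -1.09 (adjusted p = 2.3e-05, edgeR), which was -0.99 with RLE and with DESeq2, short of the threshold of size. The change of plus.g1349 was 0.37 with library totals alone.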

Surprisingly, β-glucosidase enzyme activity increased under fermentative conditions, although there was only one upregulated β-glucosidase encoding gene (minus.g7505) upon fermentative cultivation conditions (Additional file 1: Table S3). The enzyme encoded by this gene is also the only β-glucosidase that contains a CBM module.

**Fig. 2:**
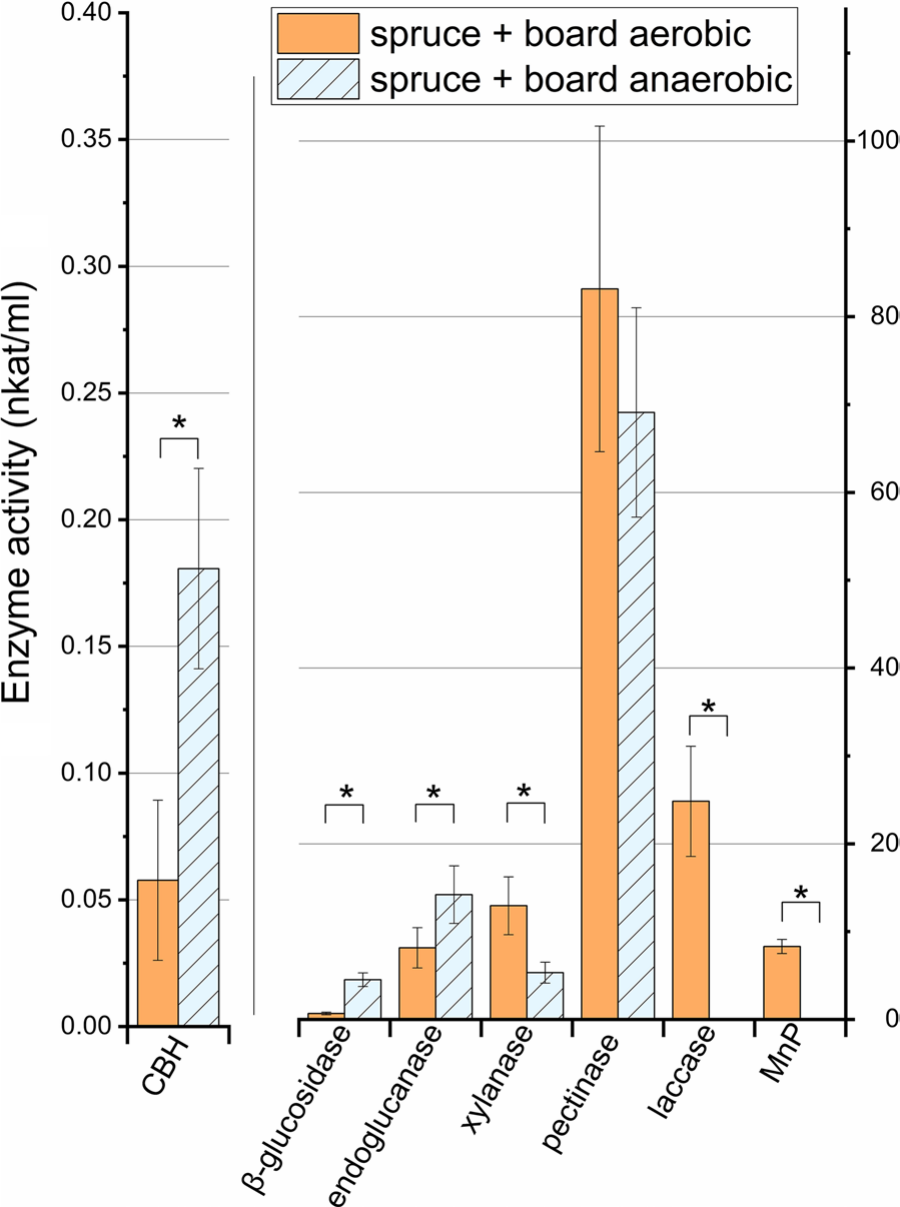
Enzyme activities of *P. radiata*. Comparison of cellulose, hemicellulose, pectin and lignin-active extracellular enzyme activities measured from cultivation day 14 on spruce + board aerobic and anaerobic. Notice the different *y*-axis for CBH at the left. Brackets with asterisk define statistical differences between culture atmospheres (*p *< 0.01). CBH, cellobiohydrolase; MnP, manganese peroxidase. Bars represent the mean value of three parallel culture flasks while error bars represent standard deviation

### Promoter region analysis of the CAZy genes

To find explanations for the expression patterns of the multiple and functionally divergent lignocellulose-decomposing CAZy encoding genes, we examined expression of known fungal DNA binding transcription factors such as ACE1-3, McmA, GaaR, XlnR, and Sxlr, which are regulators for genes coding for cellulose, hemicellulose and pectin degradative enzymes [23–26]. We looked for similar expression of the transcription factor-encoding genes and those CAZy genes predicted to possess the specific regulator binding sequence motifs on their promoter regions. This approach aimed to anticipate regulative factors that are effective for fungal extracellular and intracellular metabolism upon decomposition of lignocellulose.

In brief, we found no protein homologs of *P. radiata* for the ACE1-3, XlnR or Sxlr transcription factors described in plant biomass decomposing *Ascomycota*. Only a homolog for McmA activator was identified (*P. radiata* gene plus.g9031), which was noted to be induced during fermentation on the waste lignocellulose mixture but also on spruce wood after 2 and 4 weeks of cultivation. 

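Gene plus.g9031 (scaffold 10, 961352 to 963817) had 20.4 ± 3.10 CPM (SD, n = 3) in malt extract, 114 ± 22.9 CPM (SD, n = 3) in spruce 2 weeks, 77.1 ± 23.8 CPM (SD, n = 2) in spruce 4 weeks, 55.6 ± 9.67 CPM (SD, n = 3) in spruce + board aerobic and 197 ± 83.3 CPM (SD, n = 3) in spruce + board anaerobic. The log2 fold change from aerobic to anaerobic was 1.82 (standard error 0.28, adjusted p = 2e-05, edgeR), and 0.85 with library totals alone, short of the threshold of size. Over malt extract, it was 2.47 in spruce 2 weeks (adjusted p = 1.8e-06, edgeR), 1.91 in spruce 4 weeks (adjusted p = 5.2e-05, edgeR) and 1.44 in spruce + board aerobic (adjusted p = 0.00035, edgeR).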

Although we found no homologs for ACE1-3, the binding motif 5′-GGCTAATAA-3′ for ACE2 [27] was present 655–647 bp and 651–643 bp upstream of the promoter regions of two oxygen-depletion-induced GH7 cellobiohydrolase encoding genes (minus.g2003 and plus.g2026, respectively) (Table 1). Interestingly, this specific motif was not detected on the promoter regions of any other *P. radiata* CAZy genes. Search for the *Aspergillus niger* pectin usage transcription factor GaaR [28] gave only two distant hits (genes minus.g11147 and minus.g9788). However, we found no GaaR binding motif on the promoters of *P. radiata* genes encoding pectin-active enzymes or genes involved in metabolism of galacturonic acid.

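Both distant hits were expressed more under anaerobic than under aerobic conditions. For minus.g11147 the log2 fold change was 1.55 (standard error 0.13, adjusted p = 2.5e-08, edgeR), and for minus.g9788 it was 2.02 (standard error 0.19, adjusted p = 8.5e-08, edgeR). With library totals alone, minus.g11147 had a log2 fold change of 0.59, short of the threshold of size, and minus.g9788 had one of 1.05. Their means under anaerobic conditions were 57.0 ± 2.25 and 44.3 ± 6.10 CPM (SD, n = 3), close to the 49.7 ± 1.53 and 32.9 ± 3.21 CPM (SD, n = 3) in malt extract.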

MEME search discovered an enriched motif 5′-SGTATAAA-3′ of unknown function from promoter regions of *P. radiata* genes. This motif was recognized on the promoter regions of four CAZy pectin degradation-encoding genes as well as three genes encoding specific intracellular NADPH-dependent reductases (enzyme functions [EC 1.1.1.372], [EC 1.1.1.365] and [EC 1.1.1.21]), most likely involved in the catabolism of carbohydrates released from pectin and hemicelluloses. In addition, promoter regions of all lignin-modifying AA1 and AA2 CAZy class genes possessed the motif 5′-SGTATAAA-3′. This motif located once 74–117 nucleotides upstream from the translational coding sequence start codon. A similar motif has been reported to be present on the promoters of lignin-active AA2 CAZy genes in white rot fungi [29].

### Carbohydrate consumption of *P. radiata* under varying atmospheres

To reveal how the intracellular carbohydrate-utilizing metabolism responded to the changes in culture atmosphere, we cultivated *P. radiata* on various monosaccharides (glucose, galactose, mannose, and xylose), and polysaccharides (polygalacturonic acid and pectin) as the sole carbon sources. Fungal mycelium used all studied monosaccharides as well as pectin and polygalacturonic acid as substrates under both cultivation atmospheres (Fig. 3a, c). Galactose was consumed fastest of the monosaccharides followed by mannose, glucose and xylose. From pectin, accumulation of galacturonic acid as degradation product was increased under fermentative conditions (Fig. 3c). Surprisingly, ethanol was also detected under aerobic conditions in cultivations on almost all of the studied carbohydrate substrates as well as from aerobic cultures on the solid lignocellulose “spruce + board aerobic” (Fig. 3a, b).

**Fig. 3:**
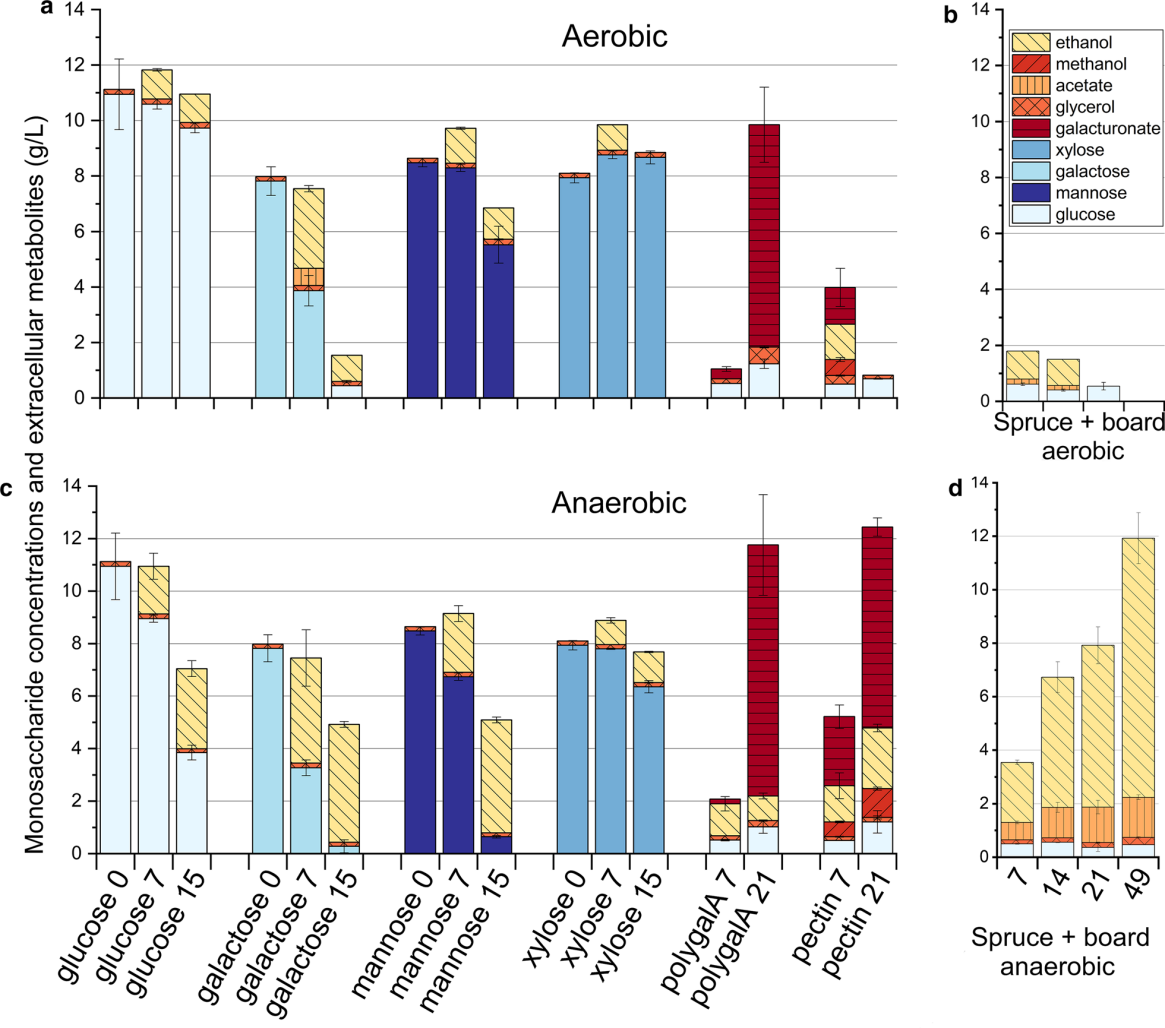
Cumulative display of consumption of carbohydrates and bioconversion of solid lignocellulose substrate by *P. radiata*. **a**, **c** Consumption of carbohydrates and accumulation of extracellular metabolites in stationary liquid cultures under aerobic (**a**) and anaerobic conditions (**c**). **b**, **d** Extracellular metabolites produced on the solid lignocellulose under aerobic “spruce + board aerobic” (**b**) and fermentative “spruce + board anaerobic” (**d**) conditions at different time points. Numbers on *x*-axis represent cultivation days. Bars represent the mean value of three parallel culture flasks while error bars represent standard deviation

The intake and conversion of glucose and mannose was faster under fermentative atmosphere than under aerobic conditions (Fig. 3a, c). Galactose or xylose uptake showed no difference within 15 days between atmospheres. *P. radiata* converted the waste lignocellulose mixture (spruce wood sawdust + core board), leading to an accumulation of ethanol, up to 10 g/L in 49 days under fermentative conditions (Fig. 3d). In addition, we detected production of extracellular glycerol (0.14–0.27 g/L) and a moderate amount of acetate (0.6–1.5 g/L) from the lignocellulose substrate under fermentative conditions. We calculated the carbohydrate content of the substrate (1 g of core board [30] and 4 g of spruce wood sawdust [31] to estimate the quantity of utilizable hexose sugars in the substrates. Based on stoichiometry, we calculated the quantity of hexose sugars required to produce the detected quantities of ethanol glycerol and acetate. After 14 days of cultivating *P. radiata* under fermentative conditions on the lignocellulose substrate, 8.7% of its total hexose sugars was required to produce 4.8 g/L of ethanol, 1.13 g/L of acetate and 0.17 g/L of glycerol. Prolonging the cultivation up to 49 days resulted in 16.3% of hexose sugars to be converted into end products. Cultivation on natural-type pectin substrate under both aerobic and fermentative conditions led into slight accumulation of methanol (Fig. 3a, c).

### Intracellular metabolism under hypoxia

Oxygen depletion while growing on lignocellulose substrates affected the intracellular metabolism of *P. radiata* by inducing expression of 93 core metabolic genes (Fig. 1c). Thus, we studied the impact of oxygen depletion leading to hypoxia on expression of genes of intracellular metabolism by calculating the transcriptome fold changes between conditions of ‘Spruce + board Anaerobic’ and ‘Spruce + board aerobic’. 

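Of the 3303 genes called higher and the 3920 called lower under anaerobic conditions, 3278 and 3888 had all 3 libraries of one atmosphere beyond all 3 of the other. Such separation was found for 9554 of the 11831 tested genes. For genes chosen without regard to these libraries, 10% would be expected by chance with 3 libraries on each side. The study selected the genes of the deposited table on these same libraries, so that 10% is no strict reference here. The authors' deposited DESeq2 results call 7003 of these 7223 genes in the same direction and 0 in the opposite direction, and the log2 fold changes correlate at 0.998 (Pearson).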

Genes encoding proteins involved in the intracellular primary metabolism of glycolysis and Leloir pathways as well as glycerol metabolism and triglyceride degradation and biosynthesis and phosphoketolase pathway, were upregulated under hypoxia (Fig. 4) (Additional file 1: Table S4). Phosphoketolase pathway produces acetate/secreted acetic acid through acetyl phosphate (Fig. 4). In addition, genes involved in oxidative phosphorylation and especially those encoding mitochondrial complexes III, IV and ATP synthase were upregulated (Additional file 1: Table S4). In contrast, fatty acid β-oxidation, pectin degradation catabolism, and parts of ergosterol biosynthesis pathways were either constant in expression or repressed under hypoxia. Based on expression patterns of genes coding for ethanol dehydrogenases [EC 1.1.1.1] and aldehyde dehydrogenases [EC 1.2.1.4], pyruvate was most likely converted into ethanol instead of acetate (Fig. 4).

**Fig. 4:**
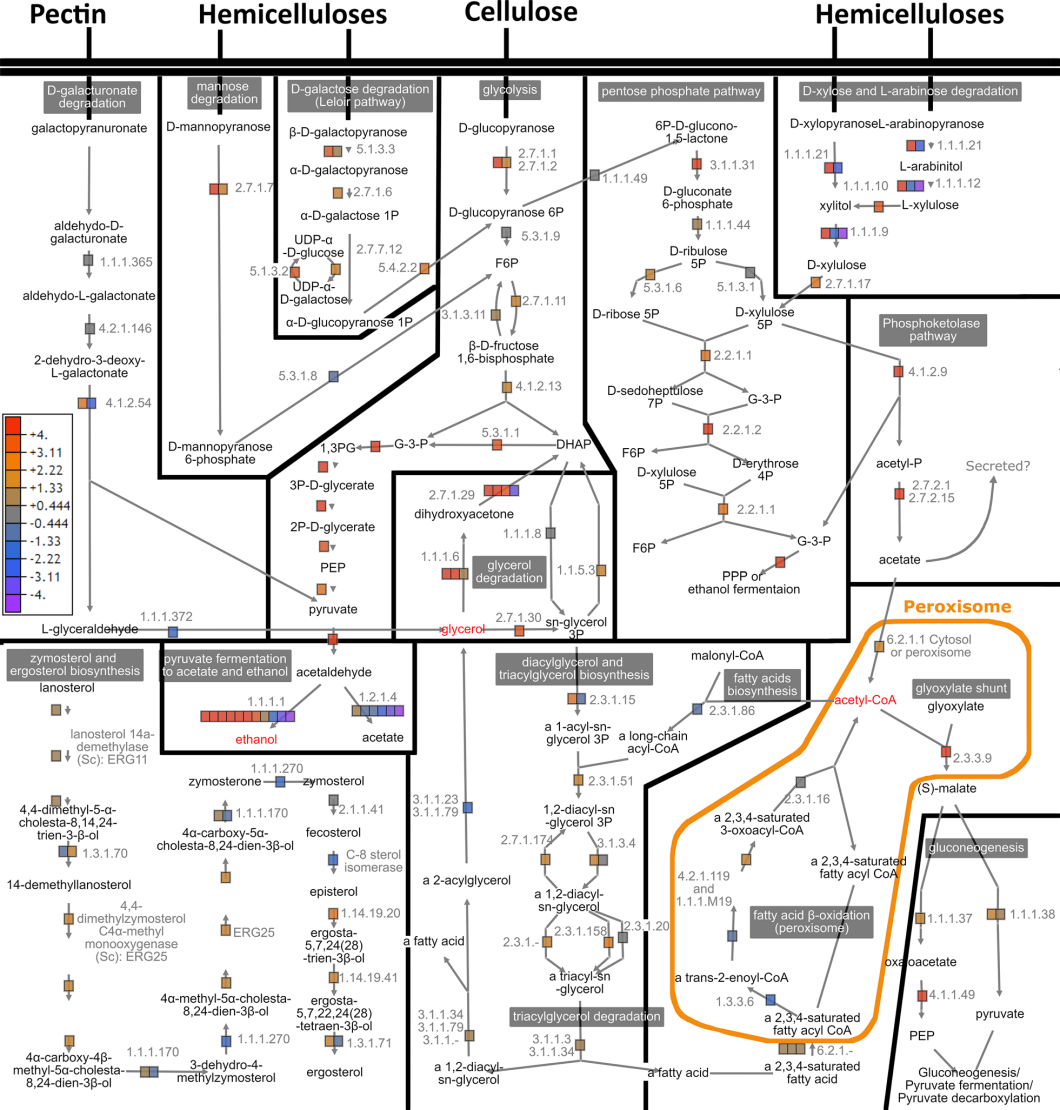
Expression of intracellular metabolic pathways in *P. radiata*. Pathways represent the catabolism of lignocellulose-derived carbohydrates combined with biosynthesis of ergosterol, and lipid and triglyceride metabolism. Each colored square represents level of transcriptional expression of an individual gene under fermentative conditions. Gray to orange squares = genes upregulated in hypoxia. Gray to purple squares = genes downregulated in hypoxia

### *P. radiata* phosphoketolase pathway and acetyl kinase enzymes

We investigated more closely the phosphoketolase [EC 4.1.2.9] candidate protein encoded by the homologous *P. radiata* gene plus.g11264, which has been detected also as a peptide in a previous proteome study [4]. 

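The phosphoketolase gene plus.g11264 lies on the plus strand of scaffold 8 from 1055969 to 1058830, with 9 exons. Its expression was 23.8 ± 6.11 CPM in spruce + board aerobic and 927 ± 128 CPM in spruce + board anaerobic (SD, n = 3 each), a log2 fold change of 5.28 (standard error 0.34, adjusted p = 9.8e-10, edgeR). All 3 anaerobic libraries, with 12353 to 15203 counts, lay above the 3 aerobic libraries, with 495 to 925 counts. In the other conditions, means were 103 ± 18.4 CPM in malt extract (SD, n = 3), 48.5 ± 22.6 CPM in spruce 2 weeks (SD, n = 3) and 26.2 ± 6.73 CPM in spruce 4 weeks (SD, n = 2).

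**Figure D2:**
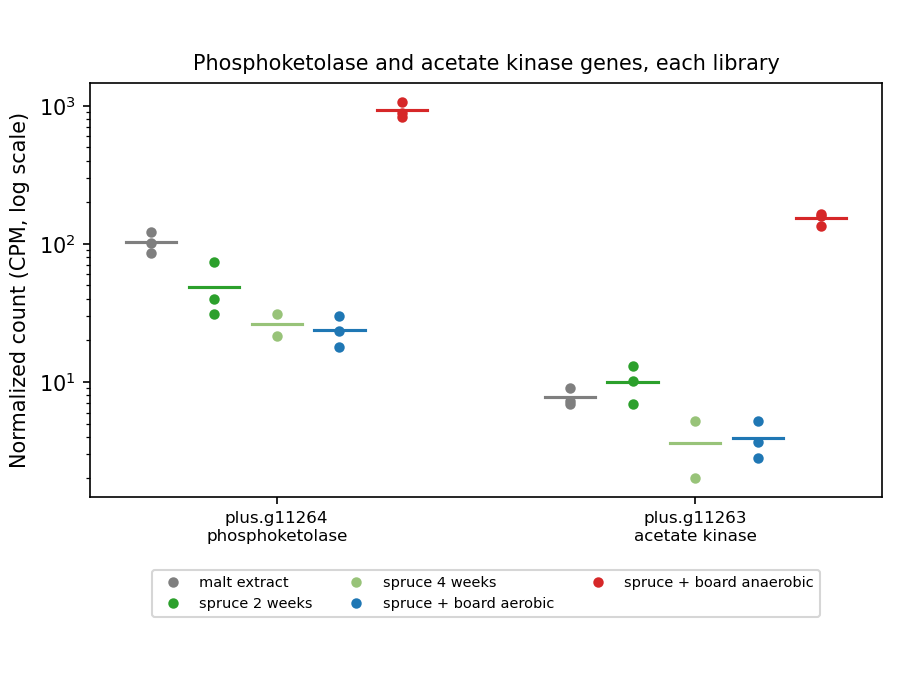
Normalized counts of the phosphoketolase gene plus.g11264 and the acetate kinase gene plus.g11263 on a log axis, by condition; each point is 1 library and each bar the mean of a condition. The anaerobic means, 927 and 153 CPM, lie above those of all other conditions.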

The translated protein candidate showed 36% amino acid sequence identity with the phosphoketolase of *Bifidobacterium breve* (D6PAH1, Uniprot accession) and 43% identity with *Cryptococcus neoformans* predicted protein (J9VR37, Uniprot) [32], respectively (Additional file 2). Protein folding structural similarity between *P. radiata* and *C. neoformans* models was 37%. Analysis of the translated *P. radiata* protein model plus.g11264 and J9VR37 adopting PHYRE2 Protein fold recognition server (http://www.sbg.bio.ic.ac.uk/~phyre2) revealed that the conserved binding sites for coordinated Ca-ion and the thiamine pyrophosphate (TPP) ligands were found in both *P. radiata* and *C. neoformans* enzyme models. Superposition of the 3D protein models turned out to be identical with the *B. breve* phosphoketolase crystal structure model 3AHC (RCSB protein database) (Additional files 3 and 4).

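The acetate kinase gene plus.g11263 lies on the same strand of scaffold 8 from 1050818 to 1052377, upstream of the phosphoketolase gene. Its expression rose from 3.91 ± 1.23 CPM under aerobic to 153 ± 15.4 CPM under anaerobic conditions (SD, n = 3 each), with a standard error of 0.33 on the log2 fold change (adjusted p = 6.6e-10, edgeR). Both genes were placed in Mfuzz cluster 20, which was induced in spruce + board anaerobic alone. For the acetate kinase gene, the change was 4.31 on the log2 scale with library totals alone.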

The second enzyme of phosphoketolase pathway, acetate kinase [EC 2.7.2.1] is responsible for the conversion of acetyl phosphate (product of phosphoketolase activity) to acetate. The translated predicted protein for acetate kinase gene (plus.g11263) demonstrated amino acid sequence identity of 37% with *C. neoformans* acetate kinase model (J9W3A6, Uniprot) that has been structurally characterized (crystal structure 4H0P, RCSB PDB database) [33]. Both the *P. radiata* protein model and *C. neoformans* acetate kinase enzymes possess the conserved ligand binding sites for ATP. Similar to phosphoketolase, these two proteins share an identical 3D structure based on homology modeling and superposition analysis.

### Transcription factors and regulation of primary metabolism under hypoxia

In order to understand the regulation behind carbohydrate metabolism, we focused on transcription factors involved in fungal metabolic pathways of carbon usage (Table 2) and ergosterol biosynthesis. We searched potential candidates for known transcription factors in *P. radiata* based on protein homology. We analyzed expression of transcription factor genes candidates by comparing their expression fold changes between aerobic and fermentative conditions, similarly as described above.

**Table 2:** Transcription factors of fungi involved in carbon metabolism

Function	Uniprot entry	Reference organism for protein homolog	Protein name	*P. radiata* ortholog	Effect of oxygen depletion
Ethanol regulated TF. activates PEP synthesis [34]	CNAG_04588	*C. neoformans*	ERT1	plus.g634	1.01
Non-fermentable carbon usage [35]	CNAG_02215	*C. neoformans*	Hap3	minus.g3547	− 1.54
Non-fermentable carbon usage [35]	CNAG_07680	*C. neoformans*	Hap5	minus.g13227	− 0.97
Carbon catabolite repression regulator [36]	J9W323 P27705	*C. neoformans* *S. cerevisiae*	CreA Mig1	plus.g8859	− 0.01
Gluconeogenesis activator [37]	P39113	*S. cerevisiae*	Cat8	plus.g8696	− 0.84
Alternative carbon usage [38]	P07248	*S. cerevisiae*	Adr1	minus.g541	3.2

Gene expressional change in hypoxia, fold change ≥ 1 upregulated under hypoxia

PEP, phosphoenolpyruvate; TF, transcription factor

The fungal transcription factor-encoding genes associated with non-fermentative carbon utilization were constitutively expressed between aerobic and fermentative conditions (fold change ≤ 1 and ≥ − 1) or down-regulated during fermentation (fold change ≤ − 1). 

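In the comparison of atmospheres, the log2 fold change of the Hap3 candidate minus.g3547 was -1.65 (standard error 0.24, adjusted p = 1.1e-05, edgeR), past both thresholds. For the Hap5 candidate minus.g13227 it was -1.07 (standard error 0.18, adjusted p = 4.5e-05, edgeR), and -0.97 under DESeq2. The CreA candidate plus.g8859 had a log2 fold change of -0.11 (standard error 0.31, adjusted p = 0.75, edgeR), which turned to 0.15 without replicate 1 of the anaerobic libraries. The Cat8 candidate plus.g8696 changed by -0.94 (standard error 0.22, adjusted p = 0.00095, edgeR), short of the threshold of size. Adjusted over the list alone, the same genes passed. In total, 3 of the 6 genes of Table 2 passed both thresholds.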

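The ERT1-like gene plus.g634 (scaffold 2, 1835854 to 1837616) had 27.0 ± 1.70 CPM in spruce + board aerobic and 50.9 ± 15.2 CPM in spruce + board anaerobic (SD, n = 3 each). The log2 fold change was 0.92 (standard error 0.25, adjusted p = 0.0032, edgeR), 1.02 under DESeq2 and -0.06 with library totals alone. Without replicate 1 of the anaerobic libraries it was 1.12.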

As exceptions, the orthologous genes encoding transcription factor ERT1-like homolog of *C. neoformans* and Adr1-like homolog, both genes were upregulated under fermentative conditions. The predicted *P. radiata* gene for Adr1 shows remarkable induction under hypoxia (Table 2).

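For the Adr1-like gene minus.g541 (scaffold 2, 1643063 to 1645100), expression was 1.76 ± 0.579 CPM in spruce + board aerobic and 15.8 ± 8.10 CPM in spruce + board anaerobic (SD, n = 3 each), from 36 to 69 counts and 120 to 348 counts per library. The log2 fold change was 3.16 (standard error 0.42, adjusted p = 4.1e-06, edgeR), and between 2.70 and 3.47 with each library left out in turn. In malt extract the gene had 0.844 ± 0.443 CPM (SD, n = 3).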

Ergosterol synthesis is crucial for sensing hypoxia in fungi, and has been reported to respond to low oxygen tension and other stress factors in the *Ascomycota* fission yeast *Schizosaccharomyces pombe* [39]. The closest ortholog of the fungal ergosterol biosynthesis regulator-element binding protein (SREBP) encoding gene in *P. radiata* (gene minus.g3490) was constitutive in expression under fermentative conditions. However, the identity of translated amino acid sequences is only 16% between *P. radiata* and the other *Basidiomycota* species *C. neoformans* Sre candidates.

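Gene minus.g3490 had 6178 to 8406 counts per library in spruce + board aerobic and 1472 to 3369 in spruce + board anaerobic, a log2 fold change after TMM scaling of -0.51 (standard error 0.30, adjusted p = 0.13, edgeR). With library totals alone, the log2 fold change was -1.48 and passed both thresholds (adjusted p = 8.5e-05, edgeR).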

Next, we analyzed the presence of the Adr1 transcription factor DNA binding motif 5′-TGCGGGGA-3′ [32] in promoter regions of *P. radiata* core metabolism and CAZy (Additional file 1: Table S4). Of the 33 genes involved in intracellular metabolism of *P. radiata* that demonstrated to possess the Adr1 transcription factor binding motif in 5′ → 3′ direction, up to 25 were induced during fermentation on the mixed lignocellulose substrate (‘Spruce + core board Anaerobic’) (Fig. 5). In addition, three of the CAZy GH7 genes contained the Adr1 binding motif on their promoter regions (Additional file 1: Table S4). Interestingly, promoters for genes active in xylose reductive pathway, pentose phosphate pathway (PPP), and phosphoketolase pathway, glyoxylate shunt and glycerol metabolism possessed this binding motif (Fig. 5).

**Fig. 5:**
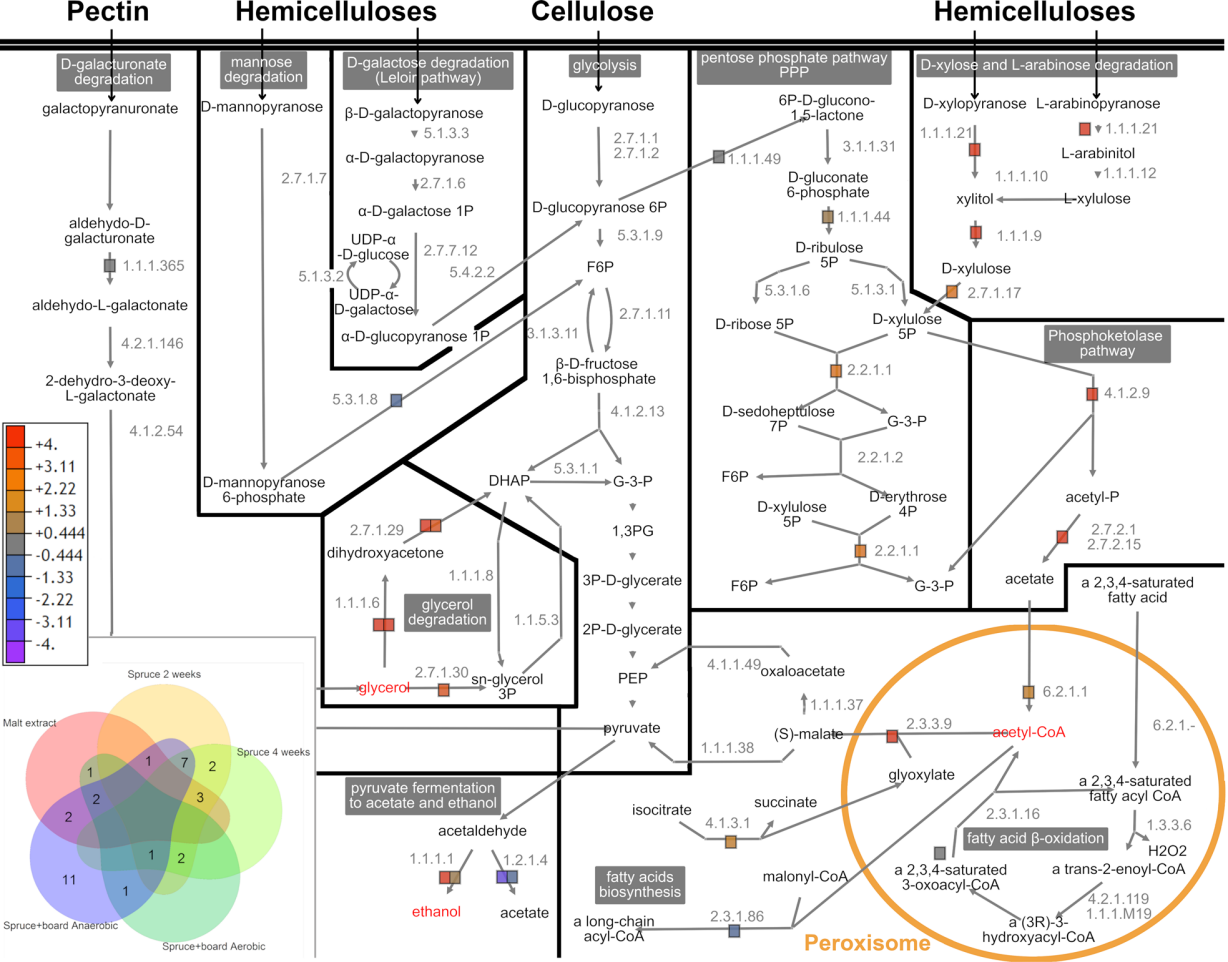
Distribution and expression of genes with promoter-regional Adr1 binding motif involved in carbohydrate metabolism. Orange to red squares = genes with Adr1 binding motif induced in hypoxia. Purple boxes = genes with Adr1 binding motif repressed in hypoxia. Gray boxes = genes constantly expressed under both atmospheres. Bottom left corner, Venn diagram: cultivation condition and substrate influenced induction of genes with promoter region Adr1 binding site motifs. Orange circle: peroxisomal reactions

## Discussion

Decomposition of wood and plant biomass lignocelluloses by *Basidiomycota* wood-decaying fungi is an extracellular process, requiring secreted hydrolytic and oxidoreductase enzymes (CAZymes and auxiliary enzymes) [2, 4, 6, 7, 40]. Therefore, these biological systems have been studied under aerobic experimental conditions. However, the ability to ferment carbohydrates and lignocelluloses into ethanol, particularly by the species of the genus *Phlebia* (order *Polyporales*) [15, 41] has pinpointed the need to explore the fungal metabolic pathways and their regulation under oxygen-depleted conditions. Our study is the first complete transcriptomic investigation that compares fermentative and aerobic cultivation conditions, in order to explain the cellular events of fungal decay of wood and lignocellulose concomitant with ethanol fermentation under hypoxia. *P. radiata* possess a wide array of secreted lignocellulose-decomposing enzymes [4, 18, 19], but in addition, it possesses the pathways required for the catabolism of the released galacturonic acid, pentose and hexose sugars (Fig. 4).

In other species of *Polyporales* white rot fungi such as *Phanerochaete chrysosporium*, *Phanerochaete carnosa*, *Cerrena unicolor*, and *Pycnoporus cinnabarinus*, the type of wood and lignocellulose substrate directs the transcriptional expression of CAZy genes [42–45]. In our study on *P. radiata*, we found that atmospheric transition is the key regulator of CAZy genes encoding cellulose-active enzymes. The composition of the carbon source or substrate regulated only two cellulose-active CAZy genes (Groups 4 and 5). In contrast, expression of up to 23 *P. radiata* CAZy genes encoding cellulose-active enzymes was regulated by transition of the culture atmosphere from aerobic to oxygen-depleted fermentative state (Groups 1 and 3).

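Counted by direct comparison, 27 of the 33 cellulose-active genes in Table 1 differed between spruce + board aerobic and anaerobic, and 16 differed between spruce 2 weeks and spruce + board aerobic, 3 higher and 13 lower on spruce + board. The median size of the log2 fold change over the 33 genes was 3.86 between the atmospheres and 1.02 between the substrates. When glmTreat tested against a log2 fold change of 1, 10 genes differed between the substrates. Only the comparison of atmospheres lies within 1 sequencing batch. Table 1 lists genes by Groups formed from these same libraries. Groups 1 and 3, named for the atmosphere, hold 10 and 13 of the 33 genes, and the substrate Groups 4 and 5 hold 1 each. The counts and sizes by atmosphere and by substrate are thus not independent of how the genes were chosen. From the numbers of genes in the groups, the paper states that the transition of the atmosphere is the key regulator of these genes.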

Remarkably, hypoxic conditions induced the expression of up to 10 genes for cellulose-degradative CAZymes in *P. radiata*, which was also detected in enzyme activity measurements. It remains undefined whether LPMO activity affected the activity results as the enzyme activity measurement was conducted in aerobic conditions. Regarding decomposition of plant cell wall lignocelluloses, CAZy enzyme families GH6 and GH7 of cellobiohydrolases are important for cleaving crystalline regions of cellulose chains [2, 7]. 

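Table 1 lists 5 GH7 genes. From aerobic to anaerobic, the log2 fold change was 4.19 for minus.g2003 (scaffold 7, 797305 to 798956), 7.48 for plus.g2026 (scaffold 7, 755715 to 757366) and 5.38 for minus.g8589 (scaffold 14, 802735 to 804380), with adjusted p-values of at most 7.8e-09 (edgeR). Under anaerobic conditions, plus.g2026 had 1356 ± 242 CPM, minus.g2003 had 256 ± 41.1 CPM and minus.g8589 had 98.5 ± 29.7 CPM (SD, n = 3 each).

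**Figure D3:**
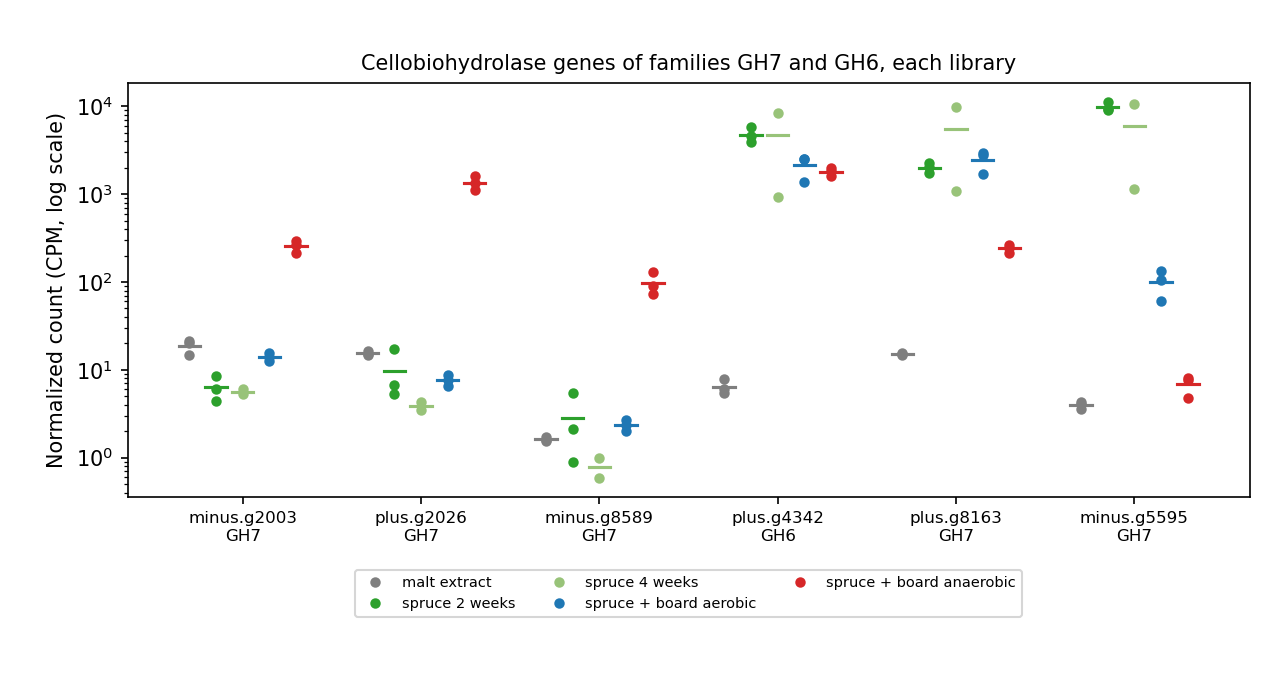
Normalized counts of the 5 GH7 genes and the GH6 gene of Table 1 on a log axis, by condition; each point is 1 library and each bar the mean of a condition. Genes minus.g2003, plus.g2026 and minus.g8589 peak in spruce + board anaerobic, at means of 256, 1356 and 98.5 CPM.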

Of the six GH7 genes of *P. radiata* [4, 19], hypoxia induced expression of three genes (in Group 1). 

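The GH7 gene plus.g8163 had 2462 ± 660 CPM under aerobic and 241 ± 25.3 CPM under anaerobic conditions (SD, n = 3 each), a log2 fold change of -3.35 (adjusted p = 2.5e-05, edgeR). For minus.g5595 it was -3.88 (adjusted p = 1.7e-05, edgeR), with 9890 ± 1247 CPM (SD, n = 3) on spruce at 2 weeks. The GH6 gene plus.g4342 had 2151 ± 657 and 1800 ± 178 CPM under the 2 atmospheres (SD, n = 3 each), against 6.45 ± 1.30 CPM (SD, n = 3) in malt extract. Its log2 fold change from aerobic to anaerobic was -0.26 (adjusted p = 0.64, edgeR). With library totals alone it was -1.21 (adjusted p = 0.024, edgeR), past both thresholds. In spruce 4 weeks, the 2 libraries held 17583 and 214359 counts of plus.g4342.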

The other GH7 genes and the single GH6 gene clustered to the other gene expression groups. Since CBH enzyme activity was detected under both atmospheric conditions, therefore it is thereby plausible that all six predicted GH7 enzymes of *P. radiata* have an important role in lignocellulose degradation.

Regarding lytic polysaccharide mono-oxygenases, out of the 12 genes encoding *P. radiata* AA9 LPMOs [19], seven genes were induced by lignocellulose (five in Group 3, and two in Group 2). To our surprise, fermentative conditions specifically induced three AA9 genes clustered to Group 1. Concerning the regulation of cellulose actin enzymes encoding genes, a homolog for McmA previously described in filamentous fungi [46] was the only candidate found in the *P. radiata* genome. Therefore, it is likely that regulation of the cellulose-active genes in this fungus is very different from the mechanisms reported for *Ascomycota* species, and requires further investigation.

Oxygen depletion repressed the expression of a number of hemicellulose-active CAZymes in *P. radiata*, which was consistent with detected extracellular xylanase enzyme activity. 

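Of the 35 hemicellulose-active genes in Table 1, 21 were lower and 5 were higher under anaerobic conditions past both thresholds. The median log2 fold change over the 35 genes was -1.30 and the range -8.36 to 4.98. The 4 GH10 genes of Group 3 had log2 fold changes between -6.09 and -1.82. Scaled by library totals alone, 2 genes were higher.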

On the contrary, the growth substrate apparently regulated the expression of pectin-degradation active CAZy genes. 

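Between spruce 2 weeks and spruce + board aerobic, 12 of the 16 pectin-active genes in Table 1 passed the thresholds, all 12 with higher expression on spruce + board. The median size of the log2 fold change over the 16 genes was 2.06. From spruce + board aerobic to anaerobic, 11 of the 16 genes were lower and 1 was higher, with a median log2 fold change of -3.18. The comparison of substrates also crosses the 2 sequencing batches.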

The mixture of spruce wood sawdust and core board induced the expression of genes encoding enzymes for rhamnose degradation. 

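Table 1 lists 2 genes of family GH78 in Group 5. Gene plus.g9417 had a log2 fold change of 2.63 on spruce + board, both atmospheres together, over spruce (standard error 0.33, adjusted p = 2.2e-06, edgeR), and minus.g2361 one of 0.95 (standard error 0.15, adjusted p = 2.4e-05, edgeR). Expression of plus.g9417 was 351 ± 307 CPM in spruce + board aerobic, with 4514 to 21624 counts per library, and 12.8 ± 1.88 CPM in spruce + board anaerobic (SD, n = 3 each), near the 10.1 ± 0.438 CPM of spruce 2 weeks (SD, n = 3). For minus.g2361 the means were 135 ± 27.0 CPM and 17.4 ± 4.66 CPM (SD, n = 3 each), against 28.6 ± 3.37 CPM in spruce 2 weeks (SD, n = 3). Both genes were placed in cluster 41, which was induced in spruce + board aerobic alone.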

One of the GH28 enzyme-encoding genes (plus.g1493) was among the highest upregulated genes on comparing anaerobic to aerobic culture conditions (Spruce + board anaerobic and Spruce + board anaerobic), indicating an important role in pectin utilization by the fungus under fermentative conditions. This is concurrent with the finding that the fungus demonstrated polygalacturonic acid depolymerizing activity and consumption under both atmospheric conditions, and was able to utilize this carbohydrate polymer as a carbon source under fermentative conditions. 

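Gene plus.g1493 (scaffold 11, 664398 to 666203, 14 exons) had 2.04 ± 0.0993 CPM in spruce + board aerobic, with 57 to 64 counts per library, and 3852 ± 258 CPM in spruce + board anaerobic, with 50506 to 59217 counts (SD, n = 3 each). The log2 fold change was 10.88 (standard error 0.44, adjusted p = 8.6e-12, edgeR) and lay between 10.84 and 10.93 with each library left out in turn. In malt extract and on spruce, the means were between 1.07 and 2.57 CPM.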

Galacturonic acid seemed to accumulate into the cultivation liquid as degradation product from pectin and polygalacturonic acid. Lack of detection of the product from pectin under aerobic atmosphere may be due to inefficient degradation of pectin or efficient intake and consumption of galacturonic acid. *P. radiata* is a wood-decomposing white rot fungus [4] that encounters pectin polysaccharides in its natural substrate (dead wood), mainly in the middle lamellae of xylem wood cells. Noticeably, various GH28 pectin-active CAZymes have been detected in the proteome of the fungus expressed on spruce wood [4]. 

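Under anaerobic conditions, the 3 libraries held 96 to 206 counts of plus.g1419 (MnP1-long), 190 to 337 counts of plus.g10562 (MnP2-long), 87 to 94 counts of plus.g453 (MnP3-short) and 102 to 168 counts of minus.g3827 (MnP6-long). The corresponding aerobic libraries held 94389 to 169112, 53018 to 85546, 3446 to 4086 and 648 to 732 counts. The laccase gene plus.g7011 had at most 451 counts in the anaerobic and 13016 to 19793 counts in the aerobic libraries.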

Culture liquids under fermentative conditions possessed no laccase or MnP activity, which was consistent with the transcriptome analyses demonstrating the lack of stimulation for expression.

Our results point towards co-regulation of the fungal intracellular primary metabolism and lignocellulose-decomposing, secreted CAZymes. Extracellular pectin-degradation active genes and genes responsible for intracellular catabolism of galacturonic acid were both assigned to Group 3. This indicates that the extracellular and intracellular metabolic reactions and pathways for pectin degradation may operate under shared regulation as is reported for species of *Aspergillus* [47]. However, despite the noticed co-expression of enzyme-encoding genes involved in pectin decomposition and conversion of galacturonic acid, we could not detect *Aspergillus* GaaR transcription factor binding site [47] within *P. radiata* promoter regions. In fact, we found no such enriched motifs on the promoters of pectin metabolic genes, which could have explained this co-expression. Understanding the shared regulation between lignocellulose-degradative CAZyme encoding genes and intracellular metabolic pathways is necessary for microbial biotechnology approaches aiming at fungal applications. Efficient bioconversion of the secondary carbohydrate polysaccharides of lignocellulose, that is hemicelluloses and pectins, is mandatory for establishing sustainable second-generation production of bioethanol.

### Adaptation to hypoxia by regulation of intracellular metabolism

Based on the large number of upregulated genes shared between “Spruce + board anaerobic” and “Malt extract” cultivations, we concluded that the submerged mycelium might encounter hypoxia under non-agitated conditions. 

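Compared with spruce 2 weeks, 2665 genes were higher in malt extract, and 1143 of them were also among the genes higher in spruce + board anaerobic than in spruce + board aerobic. If the 2 comparisons were independent over the 11831 tested genes, 744.0 shared genes would be found (odds ratio 2.44, Fisher's exact test across genes, p = 1.4e-80; genes are not independent replicates). The 2 comparisons share no library, and each lies within 1 sequencing batch. Genes lower in both comparisons numbered 1271, against 851.9 for independent comparisons, with an odds ratio of 2.44. Against spruce 4 weeks in place of spruce 2 weeks, the odds ratio for genes higher in both was 3.45. When glmTreat tested against a log2 fold change of 1, 752 genes were higher in both comparisons. Of the 14 Group 1 genes of Table 1 that were higher under anaerobic conditions, 5 were also higher in malt extract than in spruce 2 weeks and 4 were lower. From the number of upregulated genes shared by these cultivations, the paper proposes that the submerged mycelium might encounter hypoxia.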

Similar outcome was recently reported for the *Ascomycota* species *Cordyceps militaris* [48]. This is consistent with minor ethanol accumulation detected from liquid media under aerobic cultivations. Although, ethanol was also detected under aerobic cultivations we determined that *P. radiata* is a “Crabtree-negative” organism based on the induction of glycolysis under hypoxia or alternatively, repression of metabolic genes functional in glycolysis and fermentation under aerobic conditions. In the budding yeast *S. cerevisiae*, a “Crabtree-positive” effect refers to the ability to produce ethanol under aerobic conditions and high glucose concentrations which is seen also in gene expression [49, 50]. These results reinforce the primary interpretation of our results that upon wood decomposition, wood-decaying fungi encounter partial hypoxia, leading to fermentation and ethanol production.

Hypoxia does not repress the catabolism of carbohydrates in *P. radiata*. Transcription factor CreA and catabolic pathways involved in less favorable carbon sources of *P. radiata* were not induced under hypoxia. Therefore, we concluded that concentration of glucose or other carbohydrates was not high enough to induce carbon catabolite repression [51] under hypoxia. Expression of the diauxic shift-associated transcription factor Cat8 candidate in *P. radiata* [37] followed a similar pattern to CreA. In *S. cerevisiae*, Cat8p targets a gluconeogenesis-related fructose-bisphosphatase [EC 3.1.3.11], which was constitutively expressed in *P. radiata*. In contrast to CreA and Cat8 homologs, the expression of transcription factor ERT1 and its target gene phosphoenolpyruvate carboxykinase [EC 4.1.1.49], were induced in *P. radiata* under fermentative conditions. In conclusion, we suggest that *P. radiata* is enforcing catabolism of hexose and pentose sugars in hypoxia state. Based on differential gene expression, less favorable carbon sources such as glycerol, TCA-derived organic acids, and acetate are simultaneously transformed into PEP and pyruvate that are likely routed to ethanol fermentation instead of gluconeogenesis (Fig. 4).

Stimulation of ergosterol synthesis is a known adaptation to hypoxia in fungi such as the *Ascomycota* fission yeast *S. pombe*, and *Basidiomycota* human-opportunistic pathogen *C. neoformans* [39, 52]. As our data show, expression of ergosterol biosynthetic pathway genes was, partially induced in *P. radiata*. Interestingly all enzymes in this pathway that require molecular oxygen as cofactor are slightly upregulated fold change > 1. Several Basidiomycota species do not have Sre homolog [53]. Due to low homology between Sre candidates, it remains possible that *P. radiata* belongs to this group of fungi with different type of ergosterol regulation.

Glycerol metabolism of *P. radiata* was highly upregulated under hypoxia. This is noteworthy because, the culture media were not supplemented with glycerol, and extracellular glycerol production levels remained low throughout the experiments. Glycerol formation acts also as a parallel pathway to ethanol fermentation ensuring an adequate concentration of cytosolic NAD+, which ensures the functionality of glycolysis during hypoxia. Based on the expression data, glycerol was further utilized in triglyceride synthesis or mitochondrial glycerol phosphate shuttle [54]. We noticed that in addition to the activity of flavoprotein dehydrogenase [EC 1.1.5.3], which is required for the electron shuttle, oxidative phosphorylation complexes III, IV and V (ATP synthase) are induced under hypoxia. This shuttle transfers protons and electrons from DHAP into mitochondrial FAD thus regenerating even more NAD+ in cytosol. In conclusion, our findings concerning the expression of oxidative phosphorylation, glycerol, fatty acid and triglyceride metabolisms combined with ergosterol biosynthesis, which is not required for mitochondria biosynthesis [55], all point out that mitochondrial metabolism and biogenesis may have a central role under hypoxia.

### Phosphoketolase pathway and transcription factor Adr1 in *P. radiata*

It has been proposed that Adr1 regulates the use of non-fermentable carbon sources in fungi, by inducing genes involved in conversion of ethanol into acetyl-CoA and incorporating glycerol into glycolysis or gluconeogenesis [38, 56]. In addition, Adr1 has been associated with induction of aldehyde dehydrogenases, β-oxidation and induction of genes encoding catalases that play crucial roles for instance in β-oxidation by breaking down hydrogen peroxide [38, 56, 57]. Our results (Fig. 5) notably deviate from the previous studies on *Ascomycota* Adr1 using cultivation conditions of normal atmospheric oxygen levels, or on laboratory culture media containing for instance glycerol as carbon source.

Interestingly, we detected accumulation of secreted acetate in cultures on lignocellulose substrate under fermentative conditions where the NAD+/NADH ratio is usually low [58]. Since acetate production from ethanol or acetaldehyde via aldehyde dehydrogenase [EC 1.2.1.4] requires NAD+ we concluded, there might be alternative acetate producing routes. Homologs for other acetate producing enzymes (succinyl-CoA: acetate CoA-transferase [EC 2.8.3.18] and acetyl-CoA hydrolase [EC 3.1.2.1]) were not found in *P radiata*. Therefore, we suggest that phosphoketolase pathway is involved in the production of extracellular acetate as previously suggested in *C. neoformans* [32].

Promoters of *P. radiata* genes involved in the PPP and d-xylulose-5-phosphate phosphoketolase pathways carried the Adr1 binding motif. The motif is also present on promoters of genes involved in acetyl-CoA conversion leading to malate in the cytosol. Therefore, it remains unclear whether the activation of phosphoketolase pathway under hypoxia leads solely to production of acetate and ATP [32], or whether acetate and ATP are further transformed into acetyl-CoA [59]. In *P. radiata*, expression of mitochondrial acetyl-CoA synthetase [EC 6.2.1.1] encoding gene (minus.g1298) was constitutive while another gene (plus.g1345) encoding acetyl-CoA synthetase without any mitochondrial target peptide was upregulated. This indicates that during hypoxia *P. radiata* may convert part of the acetate into acetyl-CoA outside mitochondria, possibly in peroxisomes. 

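Gene minus.g1298 (scaffold 11, 199149 to 202133) had 13.1 ± 0.357 CPM under aerobic and 10.2 ± 0.237 CPM under anaerobic conditions (SD, n = 3 each), a log2 fold change of -0.36 (standard error 0.20, adjusted p = 0.12, edgeR), and one of -1.32 with library totals alone. Gene plus.g1345 (scaffold 11, 207977 to 210324) rose from 66.4 ± 13.4 to 177 ± 59.0 CPM (SD, n = 3 each), a log2 fold change of 1.41 (standard error 0.26, adjusted p = 9.9e-05, edgeR), which was 0.44 with library totals alone.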

Acetyl-CoA is required in peroxisomal glyoxylate shunt to generate malate, which can be transformed for instance to pyruvate. Based on differential gene expression in *P. radiata,* the source of peroxisomal acetyl-CoA is more likely the phosphoketolase pathway rather than β-oxidation. Therefore, we propose that phosphoketolase pathway may facilitate production of acetyl-CoA. Only few reports exist discussing the role of phosphoketolase pathway in eukaryotic organisms. However, hypoxia-associated upregulation of phosphoketolase pathway encoding genes was observed in human pathogen *C. neoformans* [60], which is in accordance with our results on *P. radiata*.

Interestingly, extracellular acetic acid was detected only on the cultures “Spruce + board anaerobic”, but not on liquid medium with monosaccharides as the sole carbon source. It has been suggested that production of acetate aids in decreasing extracellular pH in infections caused by *Cryptococcus* [32]. In the *Polyporales* wood-decaying fungi, increasing acidity is promoting lignocellulose degradation [2, 3, 5]. However, acidification of the environment is mainly due to production and secretion of oxalic acid [15, 61]. Under hypoxia, *P. radiata* requires phosphoketolase pathway for the biosynthesis of both of these acids.

In addition, the phosphoketolase pathway provides an alternative for PPP. Although the ATP yield per glucose is lower in comparison to PPP, phosphoketolase pathway can replenish acetyl-CoA availability for fatty acid metabolism and synthesis of lipids and membranes, which are important adaptations under hypoxia [62]. Thus, the phosphoketolase route may serve as another adaptation providing metabolic flexibility for wood-decaying fungi under alternating atmospheric and environmental conditions. Describing the role and function of the phosphoketolase pathway in filamentous fungi requires further investigation.

## Conclusions

Our results indicate that oxygen availability and substrate carbon source are both important regulators for expression of the secreted CAZy enzymes needed by wood-decaying fungi for degradation of lignocellulose and wood. Atmosphere appears to play a major role, especially in expression of cellulose-degrading CAZy genes, while the chemical composition of the lignocellulose substrate apparently influences expression of pectin-degrading CAZy genes. CAZy-regulating protein homologs differed between *Ascomycota* and *P. radiata*. This is not surprising, since the gene transcription factors in *Ascomycota* and *Basidiomycota* differ significantly [63] suggesting that the regulatory systems have evolved after these two fungal phyla diverged (about 570 million years ago) [7, 64]. Further studies are required to reveal how the enzyme cocktail produced by *P. radiata* in anaerobic or fermentative conditions could be utilized in industrial processes. *P. radiata* can utilize and ferment various carbohydrates. In addition, phosphoketolase pathway was induced under hypoxia. The role of this pathway requires further investigations to fully understand its role in eukaryotic organisms.

## Materials and methods

### Fungal isolate

*Phlebia radiata* 79 (FBCC 0043) was adopted as the target organism due to (i) its previous success in ethanol production from various lignocelluloses [15, 16]; (ii) the availability of a sequenced and fully annotated genome of high accuracy [19] (https://genome.jgi.doe.gov/Phlrad1/Phlrad1.home.html); (iii) the availability of analyzed transcriptomes and proteomes following wood decomposition under aerobic conditions [4]. A fungal isolate was deposited in the Microbial Domain Biological Resource Centre HAMBI FBCC sub-collection (https://kotka.luomus.fi/culture/fbcc) of the Helsinki Institute of Life Science, University of Helsinki, Finland. The isolate was cultivated and maintained on malt extract agar (2% w/v) at 25 °C in the dark throughout the study.

### Cultivation conditions

Solid-state cultivations were performed in 100-mL glass Erlenmeyer flasks that contained 4 g of dried spruce (*Picea abies*) wood as sawdust (particle size Ø < 2 mm) mixed with 1 g of dried and milled core board [15, 30]. The solid substrate mixture was dry autoclaved (121 °C, 15 min) prior to the addition of 20 mL of sterile 1% (w/v) yeast extract solution, pH 3. The yeast extract solution was prepared in water, and its acidity was adjusted with HCl prior to autoclaving (121 °C, 1 atm, 15 min). *P. radiata* was cultivated for 7 days on malt extract agar plates before a 6 mm fungal hyphae–agar plug was transferred into each flask (on top of the solid lignocelluloses). Cultivation flasks were sealed either with porous cellulose stoppers or with tight rubber plugs to create cultivation conditions with normal atmosphere or fermentative conditions, respectively. The atmosphere was analyzed by determining the proportions of O_2_, CO_2_, N_2_, CH_4_, C_2_H_4_ and N_2_O in the culture flask gas phase with Agilent 7890B gas chromatography equipped with thermal conductivity, flame ionization and electron capture detectors as previously reported [65]. The sample was obtained from the headspace of the cultivation vial with a syringe. The culture flasks were incubated without agitation at 25 °C in the dark, with three biological replicates. Samples were harvested from both atmospheric conditions on cultivation days 7, 14, and 21. Liquid medium cultivations with monosaccharides, polygalacturonic acid, or apple pectin as the carbon source were performed similarly under both atmospheric conditions. The medium contained 1% yeast extract pH 3 and 10 g/L of either glucose, xylose, mannose, galactose, polygalacturonic acid, or pectin. Samples were collected by separating the culture liquid from the solid substrate and mycelium by vacuum suction through a glass microfiber filter. Filtered culture liquid was adopted for enzyme activity assays and extracellular metabolite analyses by HPLC.

### RNA-Seq and transcriptome assembling

RNA was extracted and purified from mycelia growing in the solid lignocelluloses from three biological replicate cultures, under both atmospheric conditions, following previously described methods [4]. The yield of purified total RNA from “Spruce + board aerobic” cultivation was 183 µg (± 65) and 46 µg (± 6.4) from the cultivation “Spruce + board anaerobic”. The six RNA samples were sequenced at BGI (Hong Kong, People’s Republic of China). The quality trimmed RNA-Seq reads (number of reads varied between 22,944,957 and 23,415,252) of each sample were individually mapped against gene models of the genome assembly of *P. radiata* 79 [19] by STAR aligner version 2.4.1b as previously described [4].

### Transcriptome analyses

Aligned reads of each RNA-Seq set were counted using the HTSeq package of Chipster software version 3.15 guided by an annotation file containing genomic coordinates of the gene models [66, 67]. Differential gene expression between the transcriptomes was performed using DESeq 2 package [68] in the Chipster platform, as described previously [4]. Benjamini–Hochberg adjusted thresholds *p* < 0.05 and log2-fold change ≥ 1 or ≤ − 1 were used to determine significantly differentially expressed genes. Intracellular genes of core metabolism were analyzed by calculating fold change between cultivations ‘spruce + board anaerobic’ and ‘spruce + board aerobic’. Previously obtained transcriptomes of *P. radiata* on solid spruce wood (five RNA-Seq sets) [4] and on malt extract liquid medium (three RNA-Seq sets) [4] were included in the differential expression analysis of CAZy genes, in order to compare different substrates and atmospheric conditions, and to reveal regulative features. Mfuzz clustering of the gene expression data was performed using the Mfuzz 2.42.0 packages [21] in R version 3.5.2 (R Core Team 2019). Special attention was paid to annotated carbohydrate-active enzyme encoding genes (CAZy genes) of *P. radiata* [4, 19] along with the core metabolic genes annotated in this study. Hierarchical clustering and Venn diagrams were created using gplots 3.0.1.1 and Venn 1.7 packages, respectively, in R (R Core Team 2019). For hierarchical and Mfuzz clustering, the read counts were transformed into variance stabilized transformation (VST) values with Chipster software [66].

### Promoter region analysis

Promoter regions expanding 1000 bp upstream of the start codon on all annotated genes of *P. radiata* 79 genome assembly were downloaded from the JGI MycoCosm portal (genome site: https://genome.jgi.doe.gov/Phlrad1/Phlrad1.home.html). Enriched motifs within the promoter sequences were analyzed with the MEME Suite version 5.0.5 [69] package and MEME tool (meme-suite.org). The classic mode with default settings was used, apart from the occurrence being set to ‘any number of repetitions’, motif number set to 30, and motif size set from 5 to 20 nt. The occurrence of known motifs such as sequences for binding of specific transcription factors was scanned with the MEME Suite FIMO tool [70].

### Enzyme activity assays

Enzyme activity assays were performed in 96-well plate assay scale as previously described except for pectinase activity [71]. Pectinase activity was measured by using polygalacturonic acid as substrate and galacturonic acid as reference for product formation. Enzyme sample (20 µl) and 60 µl of substrate (0.5% polygalacturonic acid) were incubated for 10 min at 35 °C. The reaction was seized by adding 100 µl of dinitrosalicylic acid (DNS). The mixture was boiled for 5 min in a water bath, and the end product formation was measured at 540 nm with Spark multimode microplate reader (Tecan, Austria). Comparison of enzyme activities (mean values of three biological replicate values) was conducted with *t* test in the R-environment.

### Metabolic pathway prediction

We functionally annotated all genes involved in core metabolism to reveal, which metabolic pathways were affected by the differential expression of genes within each transcriptome. We did so by using BLASTP searches with homologs from well-studied fungi such as the budding yeast *S. cerevisiae*, Basidiomycota species *C. neoformans* and species of the genus *Aspergillus*. Functional annotation was targeted into genes involved in glycolysis, pentose phosphate pathway, pectin metabolism, ergosterol synthesis, fatty acid and triglyceride syntheses, fatty acid β-oxidation, and glyoxylate shunt. The predicted translated *P. radiata* proteins representing phosphoketolase and acetyl kinase were inspected in detail with their nearest homologs adopting ClustalW, and the protein models were 3D structurally studied by homology modeling using Phyre2 web portal for protein modeling, prediction and analysis [72]. An HPLC method was used for the quantitation of extracellular metabolites such as ethanol, methanol, acetate, glycerol, galacturonate, xylose, galactose, mannose and glucose as previously described [16]. Illustrations of the metabolic pathways were generated by Pathway tools 23.0 [73].

## Supplementary information

**Additional file 1: Table S1.** Atmosphere measurements of cultivation ‘Spruce + board Anaerobic’ and ‘Spruce + board aerobic’ at cultivation days 7, 14, 21 and 49. **Table S2.** Mfuzz center C-values of each cluster on each cultivation. Mfuzz classification of individual genes can be found in Additional file 1: Table S2 and Table S3. **Table S3.** Complete list of gene models, raw reads and DESeq 2-analysis of all 14 transcriptomes. Mfuzz cluster information of all 12,017 differentially expressed genes. **Table S4.** List and annotations of analysed 330 genes of primary metabolism and CAZy genes. Log2 fold change between ‘Spruce + board Anaerobic’ and ‘Spruce + board aerobic’—cultivations and promoter region analysis data of 11 different binding motif of common transcription factors. Mfuzz clusters and target/signal peptides of all studied core metabolism and CAZy genes. Annotation based on BlastP homology.

**Additional file 2.** Amino acid alignments of the translated protein candidates for phosphoketolase and acetyl kinase enzymes.

**Additional file 3.***P. radiata* phosphoketolase 3D structure. File can be viewed e.g. at https://bioinformatics.org/firstglance/fgij/index.htm.

**Additional file 4.** Overlay of phosphoketolase 3D protein structures. Green = *P. radiata* (plus.g11264), Gray =* Bifidobacterium breve* 3AHC.

## Data Availability

The RNA-Seq data presented in this publication is deposited in NCBI’s Gene Expression Omnibus and is accessible through GEO Series accession number GSE141153 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141153). All other data generated or analyzed during this study are included in this published article and its additional information files.

## Abbreviations

CAZy: CAZyme carbohydrate-active enzyme
ROS: Reactive oxygen species
VST: Variance stabilizing transformation
LPMO: Lytic polysaccharide mono-oxygenase
LiP: Lignin peroxidase
MnP: Manganese peroxidase
SREBP: Sterol regulatory element binding protein
TCA-cycle: Tricarboxylic acid cycle
PEP: Phosphoenol pyruvate
DHAP: Dihydroxyacetone phosphate
PPP: Pentose phosphate pathway

How the deposited data were processed for this re-analysis (not part of the article)

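Transcriptomes of Phlebia radiata from 5 conditions were used: malt extract (3 libraries), spruce 2 weeks (3), spruce 4 weeks (2), spruce + board aerobic (3) and spruce + board anaerobic (3). Each library is 1 cultivation. The authors trimmed the reads, mapped them with STAR to the gene models of the fungus, counted them with HTSeq and deposited the raw count of each gene and library without normalization. The log2 values used for clustering are variance stabilized counts that the authors made with DESeq2 and deposited. The log2 fold changes in the deposited table come from DESeq2, run by the authors over all libraries. The adjusted p-values deposited beside them were computed by the authors with DESeq2 and the Benjamini-Hochberg method. Gene positions, a further kind of value, were deposited by the authors as start and end in bp on the assembly, in an annotation of 14082 genes without product names.

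The deposited table holds 12017 genes, which the study selected on these libraries, so that the proportion of changed genes does not apply to the whole genome. All 12017 genes were found in the annotation, and 0 columns of values per sample were left without a sample. The median total over the 14 libraries was 19786342 counts on genes. At this depth the lowest total of a gene over all libraries was 5 counts, and a group with 0 counts was set to a floor of 3 counts per library wherever a limit on its fold change is given.

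Counts were analysed in R 4.3.3 with edgeR 4.0.16, with genes filtered by filterByExpr, TMM scaling, 1 quasi-likelihood model with a term for each condition, and contrasts between conditions. The standard errors given were back-calculated from the log2 fold change and the F statistic of this test. Sets of Table 1 genes were tested with fry and camera of limma 3.58.1. DESeq2 1.42.0 served as the other tool. Distances, trees and the placing of genes in Mfuzz clusters were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the figures with matplotlib 3.10.9. The 50 centres of Table S2 were used for the Mfuzz clusters, and cluster 47 was left out, as the paper did. The median ratio of the squared distance of a gene to its nearest centre over that to the second nearest was 0.649, so that a number of genes lie close to more than 1 centre. The model was tested on simulated data with 200 changed genes, of which 97.5% were called in the right direction, and 1 unchanged gene was called. The simulation held 11831 genes and changed them at random in both directions, while 7223 genes were called between the atmospheres. It therefore does not test how the scaling and the calls behave when so many genes change.

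The alternatives to these choices were DESeq2, size factors by RLE, library totals alone, no filter on low counts, a mean count of at least 50, only the libraries of the compared conditions, a replicate block, glmTreat, the adjusted p alone, camera in place of fry, other distances, values and linkages, other rules for an induced cluster, and leaving out each library in turn. These, the comparisons and the rule for naming genes were set before the data were examined. Genes are named when the paper's text or Table 2 names them, when they belong to Group 1 of Table 1 or to families GH7, GH6, AA2 or GH78 of Table 1, or when they are the 2 genes with the largest fitted rise or the 2 with the largest fitted fall from aerobic to anaerobic, past both thresholds and with no overlap between the libraries of the 2 atmospheres. The fold changes in Table 2 had been seen when this rule was written. Other genes that are named (minus.g169, minus.g10273, minus.g10274, minus.g8537, plus.g7451, minus.g2568 and plus.g5796) were chosen after their values were seen.

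Enzyme activities, gases, sugars and ethanol, and protein models were not analysed here. The genes of core metabolism and the CAZy genes outside Table 1 were not analysed as sets. Of these genes, only those that the paper's text or Table 2 names are reported singly. The search for promoter motifs was not run, since no genome sequence was used here.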

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

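The test of a mislabelled sample was chosen after the 4 genes were seen, in place of 1 whose outcome the rule for choosing the genes had fixed. These 4 genes, which the paper does not discuss, had the 2 largest rises and the 2 largest falls in fitted log2 fold change between spruce + board aerobic and anaerobic. The 2 falls are against 0 counts, so that their limits below do not rank them above the falls of other genes. The gene plus.g8893 (scaffold 10, 531198 to 532496) had a log2 fold change of 12.95 (standard error 0.39, adjusted p = 3e-12, edgeR), with 5 to 14 counts in the aerobic, 28279 to 44338 in the anaerobic and 182 to 243 in the malt extract libraries. The gene minus.g827 (scaffold 2, 2579712 to 2580299) had one of 12.93 (standard error 0.59, adjusted p = 2.5e-11, edgeR), with 21 to 61 counts in the aerobic, 135623 to 186815 in the anaerobic and 26938 to 35644 in the malt extract libraries. The gene minus.g6732 (scaffold 13) had 338 to 398 counts in the aerobic libraries and 0 in the anaerobic ones, at least 60.7-fold lower against a floor of 3 counts per library. The gene minus.g7125 (scaffold 3) had 292 to 349 counts in the aerobic libraries and 0 in the anaerobic ones, at least 51.7-fold lower against the same floor.

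Of the 4 genes, 0 overlap another gene of the table, which argues against reads of an overlapping gene on the other strand. With library totals alone, 4 of 4 stayed past both thresholds, which argues against composition scaling as the whole cause. Over all genes, the lowest distance between an aerobic and an anaerobic library was 235.7, against at most 75.8 between replicates, which argues against a mislabelled sample among these 6 libraries. The atmosphere remains a candidate explanation, as a hypothesis from the same libraries, and reads shared with genes of similar sequence elsewhere were not tested.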

How the results depend on the processing

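No alternative was chosen after the results were seen. The search for promoter motifs, with its alternatives, was not run. With library totals alone, 1677 genes were higher and 6155 lower under anaerobic conditions, against 3303 and 3920, while the other alternatives gave 2643 to 4434 higher and 3186 to 5027 lower. Under library totals alone, 2 hemicellulose-active genes were higher (5 with TMM), 4 of Group 4 were higher on spruce (7 with TMM) and 5 genes of Table 2 passed the thresholds (3 with TMM). The set of cellulose-active genes had a fry adjusted p of 0.0114 there, lower under anaerobic conditions, and of 0.976 with RLE, in the other direction. The log2 fold change turned to -0.06 for plus.g634 and to -0.13 for plus.g10556 between the atmospheres, and to -0.28 for plus.g11263 between spruce 2 weeks and malt extract. With library totals alone, only the scaling differs from the main fit. From aerobic to anaerobic it shifted the median log2 fold change of all genes by -0.96. With TMM, plus.g634 had 0.92 and plus.g10556 had 0.85, so this shift is enough to turn their signs. Which scaling is nearer to the true change was not tested.

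When glmTreat tested against a log2 fold change of 1, 752 genes were higher in both malt extract and spruce + board anaerobic, against 1143, and 10 cellulose-active genes differed between the substrates, against 16. By adjusted p alone the overlap was 1945 genes, 2 pectin-active genes were higher and 5 genes of Table 2 passed. With the correlation estimated by camera, the adjusted p was 0.281 for hemicellulose-active, 0.19 for pectin-active and 0.133 for lignin-active genes. For minus.g2306, the change over malt extract was 0.01 with RLE and 0.01 with DESeq2, against -0.03.

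The distance of the anaerobic libraries to malt extract, as percent above that to spruce + board aerobic, was -35.6 with 1 minus Pearson correlation and -18.6 with a mean count of at least 50 over all genes. Over the Table 1 genes it was -25.83 with 1 minus Pearson correlation and -1.5 with log2 CPM. With average linkage, 0 malt extract libraries shared the branch of the anaerobic ones. Group 2 had 103 genes by the standardized VST mean of each gene. The cause was not tested.

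With each library left out in turn, the fry adjusted p of the cellulose-active genes ran from 0.0176 to 0.991; it passed the threshold without spruce 4 weeks replicate 1 (0.0196) and replicate 2 (0.0176), where the lone spruce 4 weeks library is assumed to vary like the other groups. The direction of that set turned without spruce 2 weeks replicate 2 or 3, or any anaerobic library. For plus.g8859 the log2 fold change ran from -0.57 to 0.15, positive without anaerobic replicate 1 alone. For minus.g2306 over malt extract it ran from -0.32 to 0.13. Without aerobic replicate 3, minus.g13227 had -0.94, and without anaerobic replicate 3 it also fell short of the threshold of size, and plus.g8696 passed it with -1.13. The percent difference of the distances ran from -18.55 to -16.85 over all genes and from -1.65 to 3.61 over the Table 1 genes. At the first split of the tree, 0 to 3 malt extract libraries joined the anaerobic ones, with 0 only without spruce 2 weeks replicate 1. The nearest library was of the same condition for 12 to 13 of 13 libraries, over all genes and over the Table 1 genes; it was 12 where 1 spruce 4 weeks library was left alone, since it has no replicate.

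Replicate numbers did not pair the libraries, with correlations of -0.166 to 0.229 between residuals of equal number. With a replicate block, 3288 genes were higher and 3941 lower under anaerobic conditions.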

Differences from the paper's values

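The paper counts 2 cellulose-active genes regulated by the substrate, from their Groups. By direct comparison of spruce 2 weeks with spruce + board aerobic, 16 of 33 passed the thresholds here, and 10 to 18 under the alternatives. None of the 23 alternatives set before the data were examined reaches the paper's value. The paper's count rests on membership in Groups 4 and 5 and the count here on 1 contrast, so that the definitions differ.

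For Group 1 by Mfuzz centre, the count was 2480 here against the paper's 2757, and it was 2757 without spruce 4 weeks replicate 2, when cluster 42 (277 genes, mean of the centre 0.01 in spruce 4 weeks) counts as induced in spruce + board anaerobic alone. With each library left out in turn it ran from 2179 to 2757, with 2179 without spruce 2 weeks replicate 2 or spruce + board aerobic replicate 1 or 2. Group 4 had 975 genes against the paper's 717, and 868 to 1163 under the alternatives. Group 5 had 632 against 780, and 632 to 933 under the alternatives, with 933 without spruce + board aerobic replicate 1 or 2. No alternative gave the paper's number for Group 4 or 5. Each gap is as large as 1 cluster with a centre near the limit. Cluster 3, counted here in Group 4, has 258 genes and a mean centre of -0.06 in malt extract. Cluster 34, not counted in Group 5, has 148 genes and mean centres of 0.12 in malt extract and 0.02 in spruce 2 weeks. How the paper placed these clusters was not checked.

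The paper calls the ERT1-like gene plus.g634 upregulated under fermentative conditions. Its log2 fold change was 0.92 here, short of the threshold of size, and 1.02 with RLE and with DESeq2, both of which call it. The paper lists the Hap5 candidate minus.g13227 within the limits of constitutive expression; here it was -1.07, and -0.97 with RLE and with DESeq2. The paper names minus.g7505 as the only upregulated β-glucosidase gene, when it discusses extracellular activity, with 5.87 here. The genes minus.g2306 (2.37) and plus.g1349 (1.33) were also higher under anaerobic conditions. By the paper they appear to encode intracellular enzymes, so they need not bear on that activity. The log2 fold change of plus.g1349 was 0.37 with library totals alone. The paper places 3 intracellular β-glucosidase genes in Group 2, and here plus.g1349 alone was nearest to a centre of that Group. The paper places most pectin-active genes in Group 3; Table 1 lists 7 of 16 there. The GH105 gene plus.g10556 of Group 1 was nearest to the centre of that cluster 42. The genes that the paper counts as induced on malt extract equal in number the 1420 in clusters induced in both malt extract and spruce + board anaerobic.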

Other observations

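Tests of this part chosen only after the result was seen were those of library depth, of a few genes taking most of the counts, of the correlation and the odds ratios of directions between the 2 comparisons, both tests of neighbouring genes of 1 family, the number of places in the test of gene neighbourhoods, the comparison of 3 named genes in malt extract, and that of overlapping pairs between spruce + board aerobic and spruce 2 weeks.

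The splits of the libraries cannot exclude chance for results that compare 3 with 3 libraries, whatever their size, since there are 10 splits and 1 of them is the real one. In each of these results 1 of 10 splits, the real one, was as large, and every other split gave 0 genes. This holds for the genes higher and lower under anaerobic conditions, the overlap with malt extract, the cellulose-active genes by atmosphere and by substrate, Group 1, Group 3 by atmosphere, and the hemicellulose-, pectin- and lignin-active genes. For Group 2 and Group 3 against malt extract and for Group 5, 1 of 100 splits was as large, and for Group 4, 1 of 56. The study formed these Groups from the same libraries, so that the splits do not exclude chance there either. The real splits of Groups 4 and 5 also follow the sequencing batches, so that substrate and batch cannot be told apart there.

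Changes between the atmospheres did not follow gene length (Spearman correlation -0.031), and the median total of the aerobic over the anaerobic libraries was 1.02, which argues against length and depth. The lower TMM factors of the anaerobic libraries do not come from a few genes: the 10 most abundant took a share that differed by -2.13 percentage points from that in the aerobic libraries. At most 317 genes held 0.5 of the counts of an anaerobic library, against at least 509 in an aerobic one, so that counts held by fewer genes may explain the factors.

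The overlap of genes higher in malt extract and under anaerobic conditions had an odds ratio of 2.44 with each comparison within 1 batch, which argues against batches, and of 3.02 with library totals alone, which argues against composition scaling. If expression level alone decided which genes can be called, about 0.5 of the genes called in both comparisons would change in the same direction. It was 69.7% with TMM but 49.7% with library totals alone, where 39.0% would be found for independent directions. Tests added after this result gave a Spearman correlation of 0.28 across genes, and odds ratios of directions of 5.67 with TMM and 7.32 with library totals alone. Genes lower in both overlapped with an odds ratio of 2.44, equal to that of genes higher in both; with spruce 4 weeks in place of spruce 2 weeks they were 3.01 and 3.45. For 3 genes that rose under anaerobic conditions, malt extract was compared with spruce 2 weeks. The log2 fold change was 1.09 for phosphoketolase (short of a threshold under 4 of 23 alternatives) and -0.39 for acetate kinase (not called). It was -1.4 for the Adr1-like gene (minus.g541, short of a threshold under 6 of 23 alternatives). Over spruce 4 weeks it was 1.97, 1.12 and -1.23 (the last not called). Of 14 genes of Group 1 higher under anaerobic conditions, 5 were higher and 4 lower in malt extract than in spruce 2 weeks, and 5 were higher and 1 lower than in spruce 4 weeks. As these values go both ways, shared hypoxia and genes of the aerobic wood state missing from both cultures cannot be told apart.

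Neighbouring genes changed together: the correlation of next genes was 0.174, and 0.135 for those more than 1000 bp apart, which argues against reads shared between touching gene models. It was 0.052 at 2 places, 0.032 at 3, 0.015 at 4 and 0.014 at 5, above shuffled order up to 3 places. Co-regulated gene neighbourhoods may explain this; the number of places was not fixed before the values were seen, and at 4 and 5 places nothing was left above shuffled order. In 10 pairs of 1 family in Table 1 that lie at most 3 places apart, 7 of them with no tested gene between, the median difference in log2 fold change was 3.42. This value is the pattern itself, so that it is no separate test of reads shared between paralogs. The median difference lay at percentile 97.1 among sets of neighbouring genes but at 53.8 among random pairs of Table 1 genes. Divergence of tandem copies and the choice of genes for Table 1 thus cannot be told apart.

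Strand-specific counting was tested by the median absolute log2 ratio of counts in 75 pairs of genes that overlap on opposite strands, minus that in 1665 pairs of separate neighbours on opposite strands. This measure differed between the batches by 0.201 (SD of the 6 libraries of this study 0.549) and between spruce + board aerobic and spruce 2 weeks by 0.822. Most of the latter came from the separate pairs (2.106 to 2.171 against 2.707 to 2.877), while the ranges of the overlapping pairs met (2.659 to 2.921 against 2.487 to 2.738). The measure thus does not decide whether strand-specific counting differed between the batches.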
